# Kinetochore mutations and histone phosphorylation pattern changes accompany holo- and macro-monocentromere evolution

**DOI:** 10.1038/s41467-025-67524-8

**Published:** 2025-12-20

**Authors:** Yi-Tzu Kuo, Pavel Neumann, Jianyong Chen, Jörg Fuchs, Veit Schubert, Katrin Kumke, Mariela Analia Sader, Michael Melzer, Zihao Zhu, Axel Himmelbach, Heiko Hentrich, Jiří Macas, Andreas Houben

**Keywords:** Evolutionary genetics, Plant genetics, Plant cell biology

## Abstract

Centromeres are essential for kinetochore assembly and spindle attachment. While chromosomes of most species are monocentric with a single centromere, a minority exhibit holocentricity, with a centromere along the chromatid length. Sporadic emergence of holocentricity suggests multiple independent transitions. To explore this, we compare the centromere and (epi)genome organization of two sister genera with contrasting centromere types: *Chamaelirium luteum* with large macro-monocentromeres and *Chionographis japonica* with holocentromeres. Both exhibit chromosome-wide histone phosphorylation patterns distinct from typical monocentric species. Kinetochore analysis reveals similar chimeric *Borealin* in both species, with additional *KNL2* loss and *NSL1* chimerism in *Cha. luteum*. The broad-scale synteny between both genomes supports de novo holocentromere formation in *Chi. japonica*. Despite sharing features with both centromere types, macro-monocentromeres do not represent a direct link between mono- and holocentromeres. We propose a model for the divergent evolution involving kinetochore gene mutations, altered histone phosphorylation patterns, and centromeric satellite DNA amplification.

## Abstract (web summary)

Centromeres ensure chromosome segregation. Analyzed sister species with distinct centromere types show that kinetochore mutations, histone modifications, and centromeric DNA amplification underlie the process of mono- to holocentromere evolution.

## Introduction

Centromeres, the constricted regions of chromosomes that connect sister chromatids, are essential for chromosome segregation in eukaryotes. Most organisms harbor monocentric chromosomes, which are characterized by primary constrictions^1^, where the kinetochore assembles and spindle microtubules attach. A minority of species harbor an atypical centromeric organization known as holocentricity, in which centromeres are distributed over the entire chromatid length. Due to the telomere-to-telomere distribution of the holocentromere, sister chromatids cohere throughout their entire lengths and appear in mitotic chromosomes as two parallel structures, without a primary constriction^2^. Each holocentromere comprises multiple ‘centromere units’, which, depending on the species investigated, possess either centromere-specific or non-specific DNA and on which a functional kinetochore protein complex is formed^3^. In contrast, monocentromeres are composed of a single centromere unit per chromosome, although also monocentrics with a few neighboring centromere units per chromosome have been observed, e.g., in *Pisum* and *Lathyrus*^4,5^ and the beetle *Tribolium castaneum*^6^, forming so-called ‘meta-polycentric’ chromosomes^5^.

The centromere-specific histone H3 (CENH3, also known as CENPA) specifies centromere identity in most species. It serves as a platform for kinetochore assembly, which includes the inner kinetochore constitutive centromere-associated network (CCAN) and the outer kinetochore KMN complex (KNL1c, MIS12c, and NDC80c)^7^. The precise balance between centromere-to-spindle-based tension and sister chromatid cohesion ensures accurate chromosome segregation^8^, monitored by the spindle assembly checkpoint (SAC), which verifies proper chromosome-spindle attachments before anaphase. Cell cycle-dependent histone phosphorylation is crucial for recruiting SAC proteins in this process^9^.

Histone H3 phosphorylation of the pericentromeric region is part of the histone modification network acting to control centromere function. These modifications can create a permissive environment for the correct assembly and function of centromeres^9^. In plants, with the onset of mitosis, only pericentromeres, where sister chromatids cohere, undergo histone H3 phosphorylation at serine 10 and 28^10,11^. In holocentrics, due to their distinct centromere arrangement, these epigenetic marks are dispersed along the whole length of condensed chromosomes. In monocentric species, meanwhile, both epimarks are enriched adjacent to primary constrictions^11^. Histone H3 threonine 3 phosphorylation originates at pericentromeres in prophase and evenly distributes along chromosome arms at prometaphase in monocentric chromosomes^12,13^. In contrast, histone H2A threonine 120 (H2AT120ph; the threonine position refers to human H2A, and the corresponding positions differ between species) phosphorylation marks mirror the distribution of CENH3 in both centromere types^14,15^.

Since holocentric species appear sporadically within phylogenetic lineages that have monocentric chromosomes, it is believed that holocentric chromosomes evolved from monocentric ones. Such a one-way transition happened multiple times in various green algae, protozoans, invertebrates, and different plant families^16^. As a consequence of their independent evolution, holocentromeres are diverse in composition and organization (reviewed in refs. ^3,17,18^). However, the mechanisms underlying this mono- to holocentromere transition are not yet understood. Analyzing closely related species with contrasting centromere types might illuminate this process. In the parasitic plant genus *Cuscuta*, the mono- to holocentromere transition is associated with extensive changes in genes responsible for the structure and regulation of the kinetochore^19^. In insects such as Lepidoptera, the transition to holocentricity is related to the loss of CENH3^20^, leading to a permissive chromatin state-based centromere identity^21^ and to CCAN-mediated kinetochore assembly in holocentric taxa^22^.

An independent transition to holocentricity occurred in the plant tribe Chionographideae, constituting the holocentric genus *Chionographis* and the monocentric, monotypic sister genus *Chamaelirium*, in the monocot family Melanthiaceae^23–28^ (Fig. 1A, Supplementary Fig. 1A, B). The two genera diverged about 23.5 million years ago (mya) and currently exhibit a disjunct distribution, with *Chionographis* found in East Asia and *Chamaelirium* in North America^29^. It has been suggested that the two genera be reclassified as parts of the merged genus *Chamaelirium* due to their otherwise considerable morphological similarities^30^.

**Fig. 1:**
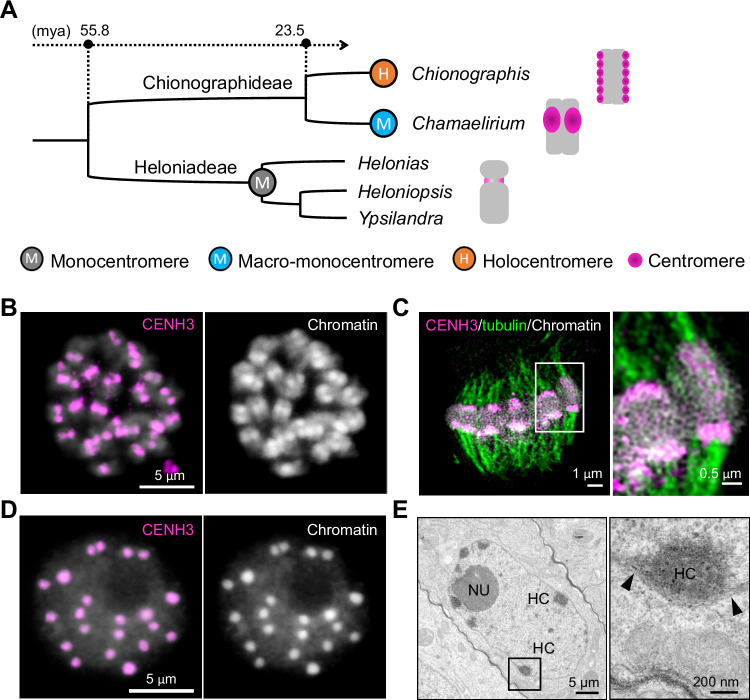
Primary constriction-free *Cha. luteum* chromosomes possess CENH3-positive macro-monocentromeres*.* **A** Phylogenetic tree of the tribes Chionographideae and Heloniadeae. Heloniadeae, including the genera *Helonias*, *Heloniopsis*, and *Ypsilandra*, is closely related to Chionographideae, with the two tribes diverging ~ 55 mya^29^. The schemata on the right show the overall chromosome and centromere (magenta) structure. **B** Primary constriction-free metaphase chromosomes of* Cha. luteum* show extensive CENH3 immunosignals (magenta). **C** Microtubules (green) attach to the poleward surface of macro-monocentromeres as observed by super-resolution microscopy (3D-SIM). The enlargement shows the colocalization between CENH3 (magenta) and microtubules (green). **D** CENH3 signals cluster in brightly DAPI-stained chromocenters of an interphase nucleus. **E** Transmission electron micrograph of a *Cha. luteum* interphase nucleus. **B**–**D** Chromatin was counterstained with DAPI. Electron-dense heterochromatic chromocenters (HC) are often located in proximity to the double-layered nuclear membrane (further enlarged insert, arrows). NU, nucleolus. **B**–**E** At least two independent experiments were carried out to confirm the reproducibility of patterns.

Notably, the monocentric chromosome-typical primary constriction is absent in *Chamaelirium luteum*^28^. Instead, the species features unusually large heterochromatic centromeres that protrude poleward at metaphase (Supplementary Fig. 1A). It was assumed that the macro-monocentromeres of *Cha. luteum* might represent a precursor state from which holocentromeres in the sister genus *Chionographis* evolved^28^. In the holocentric *Chi. japonica*, each holocentromere is composed of merely 7 to 11, ~1.9 Mb-sized, minisatellite DNA-based, CENH3-positive centromere units that are arranged in a line along the poleward surface of each chromatid^31^ (Supplementary Fig. 1B). The centromere units of *Chi. japonica* are up to 200 times larger than those described for the repeat-based holocentromeres in *Rhynchospora* species^32^.

To gain insight into the evolution of atypical centromeres accompanying the mono- to holocentromere transition, we resolved the genome and centromere organization of *Cha. luteum*. We compared the (epi)genome and kinetochore composition, as well as the genome synteny, taking advantage of the closely related species *Chi. japonica*, which possesses a contrasting centromere type and the same number of chromosomes (2*n* = 24). Interestingly, the large macro-monocentromeres (up to 15 Mb) of *Cha. luteum* have characteristics in common with mono- and holocentromeres, but, in contrast to initial expectation, they do not constitute a direct link between mono- and holocentromeres. Instead, our comparative analysis of the kinetochore composition revealed a loss of the *KNL2* gene and a chimeric origin of the *NSL1* (a MIS12c component) gene in *Cha. luteum* and of the *Borealin* gene in *Cha. luteum* and *Chi. japonica*. The observed conservation of genome synteny between the two species suggests that the holocentromere formation occurred de novo in *Chionographis*. Additionally, comparison with representatives of the closely related monocentric tribe Heloniadeae revealed a distinct distribution pattern of the cell cycle-dependent histone H3 phosphorylation marks in the tribe Chionographideae. Notably, the distribution of these modifications along the entire length of the chromosomes does not distinguish between holo- and macro-monocentric species. Based on our findings, we discuss possible mechanisms driving the parallel transition from a typical monocentromere to either atypical macro-mono- or even holocentromeres.

## Results

### *Cha. luteum* chromosomes are monocentric despite the lack of a primary constriction

The primary constriction typical for monocentromeric chromosomes is absent in *Cha. luteum*. Instead, large heterochromatic regions protrude on metaphase chromosomes (Supplementary Fig. 1A). To determine whether the so-called macro-centromere ^28^ acts as an active centromere, a *Cha. luteum*-specific CENH3 antibody was generated as a marker. For this purpose, we analyzed the *Cha. luteum* transcriptome and identified a single *CENH3* gene. Its protein sequence phylogenetically grouped with that of the holocentric *Chi. japonica* (Supplementary Fig. 1D). As expected for CENH3^33^, amino acid sequences differed most at the N-terminal tail (Supplementary Fig. 1E). The first twenty N-terminal amino acids were used to generate the anti-CENH3 antibody. Immunostaining of somatic metaphase cells revealed CENH3 signals decorating the protruding macro-monocentromeres (Fig. 1B), where multiple spindle microtubules attach (Fig. 1C, Supplementary Movie 1). During interphase, centromeres formed brightly DAPI-stained, almost equal-sized chromocenters (Fig. 1D). The number of CENH3-positive chromocenters (17–24, on average 20, counted in 30 nuclei) is less than or equal to the number of chromosomes, as in the case of other chromocenter-forming monocentric species, such as *Arabidopsis thaliana*^34^. A preferential distribution of chromocenters close to the nuclear double membrane was revealed (Fig. 1E). A similar nuclear membrane preference of centromeric chromocenters was also found in the holocentric *Chi. japonica* as well as in *A. thaliana*^31^. Our analysis of *Cha. luteum* demonstrates that the chromosome protrusion acts as a centromere and that a primary constriction is not a ubiquitous structural requirement for centromere function in a monocentric species.

### *Cha. luteum* exhibits exceptionally large satellite-based monocentromeres

The genome size of *Cha. luteum* was determined as 887 Mb/1 C using flow cytometry. To resolve the sequence and size of the *Cha. luteum* macro-monocentromeres, we assembled its genome using a combination of HiFi reads with Hi-C scaffolding, resulting in a ~745 Mb assembly representing ~84% of the *Cha. luteum* genome. The refined assembly retained 92.7% complete BUSCOs across 649 contigs (N50 = 2.1 Mb, L50 = 87) (Supplementary Table 1). Subsequent Hi-C scaffolding generated the top 22 scaffolds, each at least 10 Mb (10–68 Mb) used for downstream analysis (Supplementary Table 2, Supplementary Fig. 2A).

To determine whether the centromeres of *Cha. luteum* are composed of repetitive sequences, we first analyzed the repeat composition of its genome using RepeatExplorer and used the identified repeat clusters as references to assess their enrichment in CENH3-ChIP sequence data. Approximately 49% of the genome is composed of high-copy satellite repeats and transposable elements (Supplementary Table 3). Among these, the 60-bp-monomer satellite cluster CL1, named ‘*Chama’*, is the most abundant repeat (9.3%) (Fig. 2A). Its monomer sequence is rich in centromere-typical dyad symmetries, which may preferentially form a hairpin-loop structure (Fig. 2A). FISH demonstrated centromeric positioning of the satellite cluster (Fig. 2B), and its enrichment in the CENH3-precipitated fraction is further suggestive of a centromeric nature (Fig. 2C). Additionally, the enrichment of CENH3-ChIP reads in the *Chama* satellite arrays of the assembly (Fig. 2D), as well as the colocalization of CENH3-immuno and *Chama*-FISH signals in interphase chromocenters and heterochromatin regions of metaphase chromosomes (Fig. 2E), confirmed its centromeric localization. To determine the CENH3-positive fraction of the *Chama* arrays, we harnessed super-resolution microscopy. Colocalization of *Chama* FISH and CENH3 immunostaining interphase signals demonstrated that ~60 % of *Chama* arrays interact with CENH3-containing nucleosomes (Supplementary Table 4). Thus, a substantial fraction of the macro-monocentromeric regions forms the active centromere. In addition, the (AG/CT)_n_-containing CL51 and the GC-rich CL176 repeat cluster, both with very low genome abundance (<0.3%) and no sequence similarity to the *Chama* satellite, were also enriched in the CENH3-precipitated fraction (Fig. 2C).

**Fig. 2:**
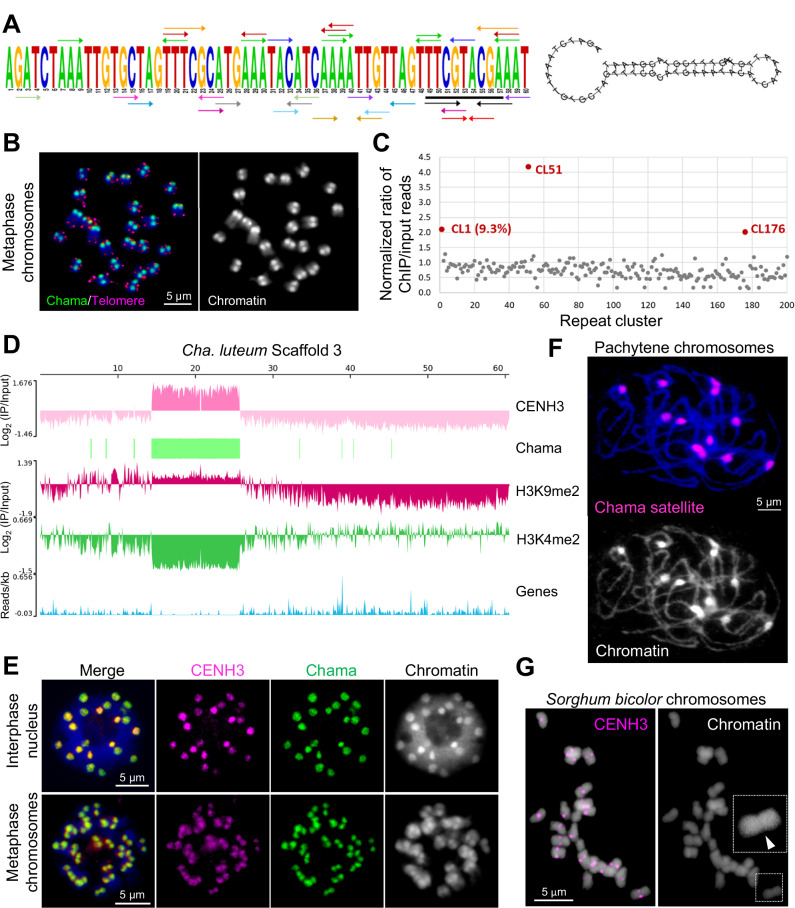
The macro-monocentromeres in *Cha. luteum* are satellite repeat-based. **A** The monomer sequence of the *Chama* satellite repeat. The colored arrows indicate dyad symmetries. The 9-bp TTCGTACGA (underlined in black) is shared between the 60-bp *Chama* monomer and the 23-bp *Chio* monomer sequences^31^. Predicted hairpin loop structure formed by a *Chama* monomer. **B** Mitotic metaphase of *Cha. luteum* showing *Chama* (green) and telomere-specific (magenta) signals. **C** The genome proportion and normalized enrichment in CENH3-ChIPseq of the RepeatExplorer clusters. **D** Mapping of the CENH3-, H3K9me2-, and H3K4me2-ChIPseq reads, distribution of *Chama* satellite repeats, and of genic sequences to the 60 Mb-large scaffold 3. Note the strict enrichment of CENH3 on the *Chama* satellite array. **E** *Cha. luteum* interphase and metaphase chromosomes show colocalization of anti-CENH3 (magenta) and *Chama* repeat-specific (green) immunoFISH signals. **F** *Chama* satellite repeats are located in the knob-like structures of pachytene chromosomes. **G** The immunolabelling of CENH3 (magenta) in monocentric *Sorghum bicolor*. The chromosomal constriction in the enlargement is indicated by an arrowhead. Chromosomes were counterstained with DAPI. **B**, **E**–**G** At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns. **C** Source data are provided as a Source Data file.

Among the top 22 scaffolds of *Cha. luteum*, the eight CENH3-interacting *Chama* arrays range in size from 9.58 to 15.30 Mb, with an average size of 11.54 Mb (Supplementary Table 2). Unlike the frequently alternating orientation of the centromeric *Chio* satellite arrays observed in *Chi. japonica*^31^, in *Cha. luteum* the sequence arrays are highly homogeneous and consistently oriented, with higher-order repeat structures maintained across several hundred kilobases and in some cases extending over more than 1 Mb (Supplementary Fig. 2B–D). None of the identified *Chama* arrays was interspersed with retrotransposons. Our FISH analysis of naturally extended pachytene chromosomes, which feature knob-like centromeres, in line with our sequencing results, ruled out the possibility that the macro-monocentromeres of *Cha. luteum* are formed of multiple adjacent centromere units typical for ‘meta-polycentric’ chromosomes, as the number of *Chama* signals equaled the number of chromosome bivalents (Fig. 2F).

For a direct comparison of the centromere size with a species possessing similar chromosome dimensions, we performed immunolabeling of *Sorghum bicolor* centromeres with a *S. bicolor*-specific CENH3 antibody, resulting in CENH3 signals at primary constrictions (Fig. 2G)^35^. Despite comparable chromosome sizes (*Cha. luteum* (887 Mb/1 C, *n* = 12) ≈ 73.9 Mb/chromosome, *S. bicolor* (789 Mb/1 C, *n* = 10) ≈ 78.9 Mb/chromosome), *Cha. luteum* exhibits substantially larger centromeres.

### The genomes of holocentric *Chi. japonica* and macro-monocentric *Cha. luteum* share broad-scale synteny, with the exception of their centromeres

Centromeres play a crucial role in shaping the genome architecture^36^. To investigate whether the evolution of the two centromere types from the sister genera was accompanied by genome reshuffling, we analyzed syntenic orthologs of single-copy coding genes in the assembled scaffolds of *Cha. luteum* and the chromosome-level genome assembly of *Chi. japonica*. We identified 9,960 pairs of collinear genes, revealing large blocks and a high degree of genome conservation (Fig. 3A, Supplementary Fig. 3), although their genomes diverged 23.5 million years ago^29^. In particular, the chromosome-level arrangement of orthologs between chromosome 8 of *Chi. japonica* and scaffold 3 of *Cha. luteum* is identical (Fig. 3B). The order and orientation of all six non-centromeric intervals of *Chi. japonica* chromosome 8 were conserved in the corresponding chromosome-sized scaffold 3 of *Cha. luteum*. Besides chromosome-sized syntenic regions, 11 large-scale inversions and four inter-chromosomal translocations (scaffolds 2, 6, 7, and 13 of *Cha. luteum*) were found (Fig. 3A, Supplementary Fig. 3). Nevertheless, local gene synteny was mostly conserved. Notably, syntenic blocks were split by centromere units in *Chi. japonica* (Fig. 3B, Supplementary Fig. 3), indicating de novo origin of centromere units in this holocentric species. In addition, ATAC-seq revealed that accessible chromatin regions are evenly distributed across the chromosomes except in the centromeres of *Cha. luteum* (Fig. 3B). This suggests that the de novo holocentromere formation sites *in Chi. japonica* correspond to gene-rich, accessible chromatin regions in the syntenic *Cha. luteum* genome. 

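ATAC-seq marks open chromatin, because the Tn5 transposase inserts sequencing adapters mainly into DNA that is not wrapped around nucleosomes. Nuclei from fresh leaves of Cha. luteum gave 2 libraries of about 75000 nuclei each, which were sequenced in paired-end mode with 151 cycles per end. Both libraries are of 1 condition. They are labelled replicates 1 and 2. The Reporting Summary states that tissues for sequencing were collected at random from different plants grown under the same greenhouse condition, without saying which plants gave these 2 libraries. A code in the label of replicate 2, which is that of replicate 1, differs from the code in the names of its deposited peaks, and the label was followed. The SDs therefore measure the spread between these libraries, which may be technical, and the p-values rest on scaffolds or on random placement along them, not on plants. The authors trimmed the reads with fastp, aligned them to their own assembly with BWA-MEM, removed duplicate and multi-mapping reads with SAMtools (-q 30) and called peaks in each library separately with MACS at a q threshold of 0.01. The peak list of replicate 1 holds 39233 peaks with a median width of 369 bp, and that of replicate 2 holds 41385 peaks with a median width of 365 bp. Of the peaks of replicate 1, 82.2% overlapped a peak of replicate 2 by at least 1 bp, and 77.9% of the peaks of replicate 2 overlapped a peak of replicate 1. Over 611 windows of 1 Mb outside the centromeres, the numbers of summits in the 2 libraries had a Spearman correlation of 0.951, a value across windows, which are not independent replicates. The number of reads per library is not in the peak lists. The fold enrichment and -log10 p that MACS gives for a peak fix the number of fragments stacked at its summit, which came out whole for 100% of the peaks in both libraries. The median was 32 fragments in replicate 1 and 33 in replicate 2, over a genome-wide background of 3.38 and 3.18 fragments. These values were similar in the 2 libraries but do not measure depth, since any extension of the reads or filter on organelle reads is not given. For the values at the conclusions, each peak was placed at its summit on the 22 scaffolds of Supplementary Table 2, and the centromeres were the 8 intervals that the table gives from CENH3-ChIPseq. Densities were measured in each library and then averaged. Reads from the Chama satellite arrays of the centromeres can match many places equally well, and such reads are not in the peak calls.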

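Called peaks were sparse in all 8 centromeres. The removal of multi-mapping reads from the satellite arrays may give this as well as closed chromatin, and the peak lists do not separate these. Apart from the peak lists, the paper's immunostaining of root cells, which needs no read mapping, found the heterochromatin mark H3K9me2 enriched at centromeres. The euchromatin mark H3K4me2 lay along the rest of the chromosomes. These marks do not measure accessibility in leaves. The 8 intervals make up 28.1% of the length of their scaffolds, and they held 201 peak summits in replicate 1 and 240 in replicate 2, against 13567 and 14516 summits outside them on the same scaffolds. The density was 2.39 ± 0.299 summits per Mb inside and 59.5 ± 2.84 outside (SD, n = 2 libraries), a ratio of 0.0401 ± 0.00311. The lowest ratio was that of scaffold 1 (centromere from 27141008 to 42438856), with 2.03 summits per Mb inside and 61.8 outside. The highest was that of scaffold 17 (centromere from 2024067 to 13887568), with 1.77 inside and 24.6 outside. In the centromere of scaffold 4, from 23695211 to 35424698, the density was 2.77 summits per Mb. It was 2.07 on scaffold 5 (15525124 to 26162203), 2.72 on scaffold 10 (964644 to 13258378), 2.71 on scaffold 12 (356741 to 9961965) and 3.03 on scaffold 20 (661293 to 10240432). The density was lower inside than outside on 8 of 8 scaffolds (exact two-sided sign-flip permutation test over the scaffolds, p = 0.00781, the smallest p that 8 scaffolds allow). With the centromere edges moved outward by 500 kb, which takes in sequence of the arms, the ratio was 0.0935. Intervals of the same lengths shifted at random along each scaffold held 3292 summits on average in replicate 1 and 3546 in replicate 2, and none of 100000 sets of shifted intervals held as few summits as the centromeres (one-sided permutation test, p = 1e-05, the smallest p that these permutations can give). On each of the 22 scaffolds the segment poorest in summits was also sought without the centromere positions. On the 8 scaffolds with a centromere, these segments and the centromeres shared 97.9% ± 0.157 (SD, n = 2) of their joint length. The search was not specific to centromeres: on scaffold 9, which has none listed, it found a segment of 15.7 Mb with a log-likelihood ratio of 498, within the range of the 8 (86.8 to 713), while the other 13 scaffolds reached at most 55.1.

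**Figure D1:**
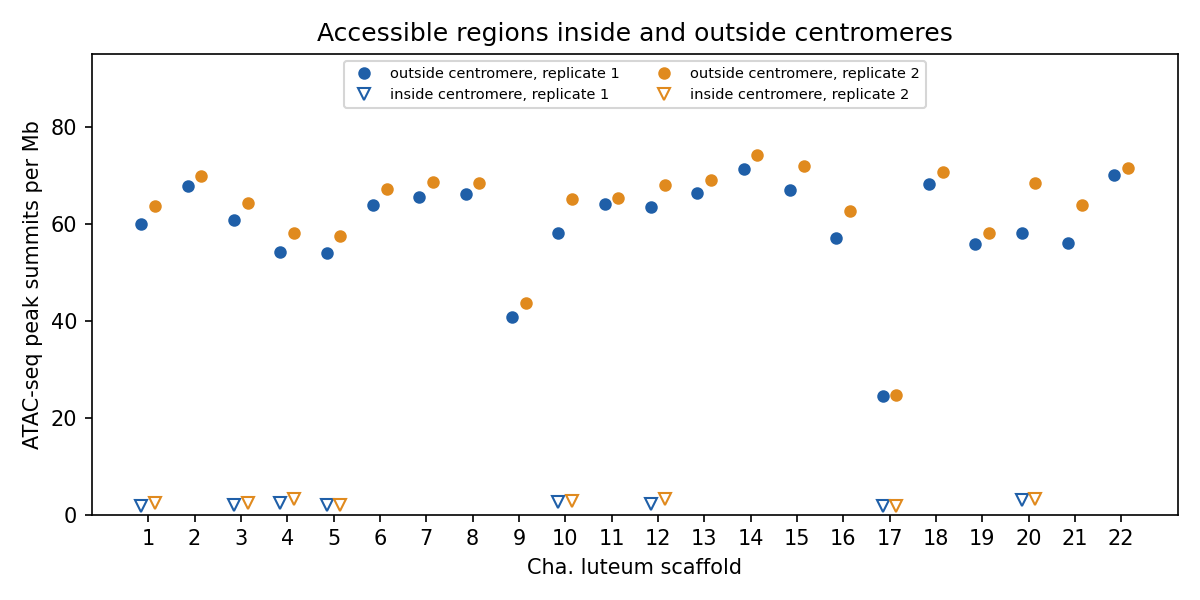
Peak summits per Mb on each of the 22 scaffolds, outside the centromere interval (filled circles) and, for the 8 scaffolds with one, inside it (open triangles), in replicate 1 (blue) and replicate 2 (orange). The values inside lie between 1.69 and 3.24 summits per Mb, below every value outside.

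Of the summits that remained inside, 26.2% lay within 500 kb of a centromere edge. There, the density was 7.19 ± 0.442 summits per Mb (SD, n = 2), and farther inside 1.93 ± 0.285, a difference that was not tested. At the summits of peaks inside, a median of 18.5 ± 0.707 fragments was stacked, and 32.5 ± 0.707 at those outside. The median background was also lower inside, at 3.28 ± 0.141 fragments against 5.70 ± 0.186. The median inside is the genome-wide background itself, which is the floor of the background values. At this floor stood 60.1% ± 3.02 of the peaks inside and 13.7% ± 0.717 of those outside. The median background was lower inside on 8 of 8 scaffolds (exact two-sided sign-flip permutation test over the scaffolds, p = 0.00781, chosen after values were seen). Fewer mapped reads thus lay around the peaks inside, so their lower fragment numbers alone do not show weaker accessibility. How many fewer is not known, because the floor hides lower values. The median fold enrichment, the value MACS gave for each peak, was 4.20 inside and 4.81 outside, a difference of -0.612 ± 0.0914 that was negative on 7 of 8 scaffolds (exact two-sided sign-flip permutation test over the scaffolds, p = 0.0156). For a peak at the floor, the fold is a ratio to the genome-wide background and not to the reads nearby. The lower fold inside therefore does not show weaker accessibility either. Outside the centromeres, the number of summits varied along the scaffolds. The largest exception to their spread was the segment of scaffold 9 from 150001 to 15850000, chosen after its values were seen, with 6.59 ± 0.676 summits per Mb (SD, n = 2) against 65.5 ± 2.71 on the rest of the scaffold. Of 611 windows of 1 Mb, none lacked a summit in replicate 1 and 1 lacked a summit in replicate 2; of windows of 500 kb, 0.402% had none. The median window held 64.5 summits, and the windows from the 5th to the 95th percentile held 30.5 to 88.8. The variance of the window counts was 5.64 ± 0.0644 times their mean (SD, n = 2), where uniform random placement gives a ratio near 1 and reached at most 1.19 in 1000 placements (one-sided permutation test, p = 0.001, the smallest p that 1000 placements can give). The fullest windows were those of scaffold 18 from 2000001 to 3000000, with 113 summits, of scaffold 1 from 16000001 to 17000000, with 108.5, and of scaffold 2 from 16000001 to 17000000, with 101.5, each as the mean of the 2 libraries. The emptiest were on scaffold 9 from 13000001 to 14000000, with 0.5 summits, on scaffold 13 from 1 to 1000000, with 3.5, and on scaffold 9 from 12000001 to 13000000, with 4.5. As a mean over scaffolds, each counted equally whatever its length, the 8 scaffolds with a listed centromere had 56.4 ± 3.25 summits per Mb outside it (SD, n = 2). The 14 scaffolds without one had 64.5 ± 2.26, a difference of -8.06 ± 0.994 that did not pass the exact two-sided permutation test over the scaffolds (p = 0.0729). Scaffold 17, with 24.6, thus weighs as much as longer scaffolds, and with the 8 pooled by length the density was 59.5 ± 2.84. Scaffolds are not whole chromosomes, so one without a listed centromere may be part of a chromosome that has one. The difference passed the same exact permutation test with only peaks that overlap a peak of the other library (-8.55, p = 0.0192), with only peaks of a -log10 q of at least 5 (-8.25, p = 0.0277), in replicate 1 alone (-8.77, p = 0.0456) and, chosen after the values were seen, without scaffold 9 (-9.78, p = 0.00464). With the centromere edges moved inward by 500 kb it was -12.0 (exact two-sided permutation test over the scaffolds, p = 0.00929). That move adds centromere sequence, with 7.19 summits per Mb near the edges, to the arms of only the 8 scaffolds with a centromere. It widens the difference by itself, so this pass is not further evidence for it. The difference was smaller and did not pass the exact permutation test with only scaffolds of at least 20 Mb (-3.93, p = 0.392) and, also chosen after the values were seen, without scaffold 17 (-3.51, p = 0.289).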

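On the arms of the Cha. luteum scaffolds, positions lay nearer to a called peak than in the centromeres. From positions taken every 10 kb, the median distance to the nearest peak summit was 6.30 ± 0.258 kb (SD, n = 2 libraries) on the arms and 287 ± 47.5 kb in the centromeres. The 95th percentile of the distance was 46.2 ± 2.42 kb on the arms and 1396 ± 239 kb in the centromeres. Of 6288 windows of 100 kb on the arms, 4.44% ± 0.371 held no summit, and of 915 such windows in the centromeres 86.7% ± 1.39. Scaffolds 4 and 6, which carry the oligo-FISH signals of Chi. japonica chromosome 2, had 56.1 ± 2.81 and 65.5 ± 2.45 summits per Mb outside centromeres. Scaffold 6 is also among the scaffolds with inter-chromosomal translocations, and the density on the rest of these was 68.8 ± 1.40 on scaffold 2, 67.1 ± 2.27 on scaffold 7 and 67.7 ± 1.88 on scaffold 13.
The longest stretch without a peak in either library lay in the centromere on each of the 8 scaffolds that have one, with lengths from 1.75 Mb on scaffold 12 to 3.37 Mb on scaffold 17. On the arms and on the scaffolds without a centromere, the longest such stretch had a median length of 0.217 Mb over the 22 scaffolds. It was longest on scaffold 9, at 1.04 Mb from 13364186 to 14404169, followed by scaffold 13, at 0.893 Mb from 11148 to 904598.
Summits were somewhat fewer on the arms close to the centromeres. Within 1 Mb of an edge there were 46.7 ± 5.15 summits per Mb (SD, n = 2), at 1 to 2 Mb 52.6 ± 4.55, at 2 to 5 Mb 50.7 ± 3.06, at 5 to 10 Mb 57.2 ± 3.17 and farther out 64.4 ± 2.26. These bins hold 8, 8, 7, 6 and 6 scaffolds, so they differ in the scaffolds they pool, and scaffold 17, with 23.2 summits per Mb within 2 Mb, lies almost wholly in the near bins. On scaffold 3 the density was 61.8 within 2 Mb and 62.6 farther out, and on scaffold 5 it was 56.1 and 55.7. The density within 2 Mb was 0.791 ± 0.0433 times that farther out, and it was lower on 6 of 7 scaffolds with sequence in both parts (exact two-sided sign-flip permutation test over 7 scaffolds, p = 0.0312). This call ended without scaffold 17, whose farther part spans 0.0241 Mb (ratio 0.840, p = 0.0625 from the exact permutation test over 6 scaffolds), without scaffold 1 (0.837, p = 0.0625), in replicate 2 alone (0.822, p = 0.0625) and with the centromere edges moved outward by 500 kb (0.893, p = 0.219).

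**Figure D2:**
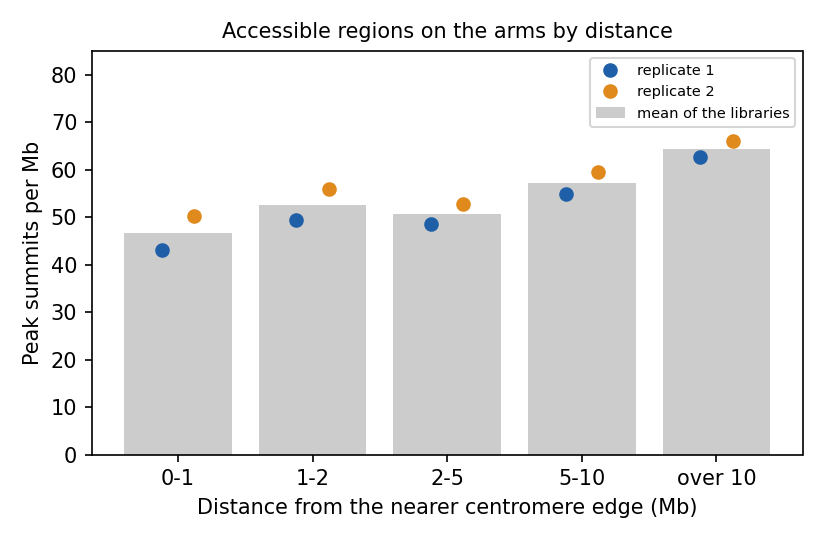
Peak summits per Mb on the arms of the 8 scaffolds with a centromere, by distance from the nearer centromere edge in Mb. Bars are the mean of the 2 libraries and points the libraries; the mean is 46.7 within 1 Mb and 64.4 beyond 10 Mb, where 6 scaffolds have sequence.

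The positions at which Chi. japonica centromere units split the syntenic blocks, and the gene annotation, were not used here, so the values describe whole arms and not the formation sites themselves. From the spread of accessible regions across the chromosomes outside the centromeres, with the gene density and synteny of Fig. 3B, the paper proposes that holocentromere units of Chi. japonica arose at places that are gene-rich and accessible in the syntenic Cha. luteum genome.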

According to the synteny of centromere flanking regions between the two genomes, the positions of the macro-monocentromeres in *Cha. luteum* (e.g., scaffold 3) and centromere units in *Chi. japonica* mostly do not correspond (Fig. 3B, Supplementary Fig. 3). Assuming that the centromere positions of *Cha. luteum* and of the ancestor of both species are conserved, the loss of monocentromeres was thus likely accompanied by de novo holocentromere formation in *Chionographis*.

**Fig. 3:**
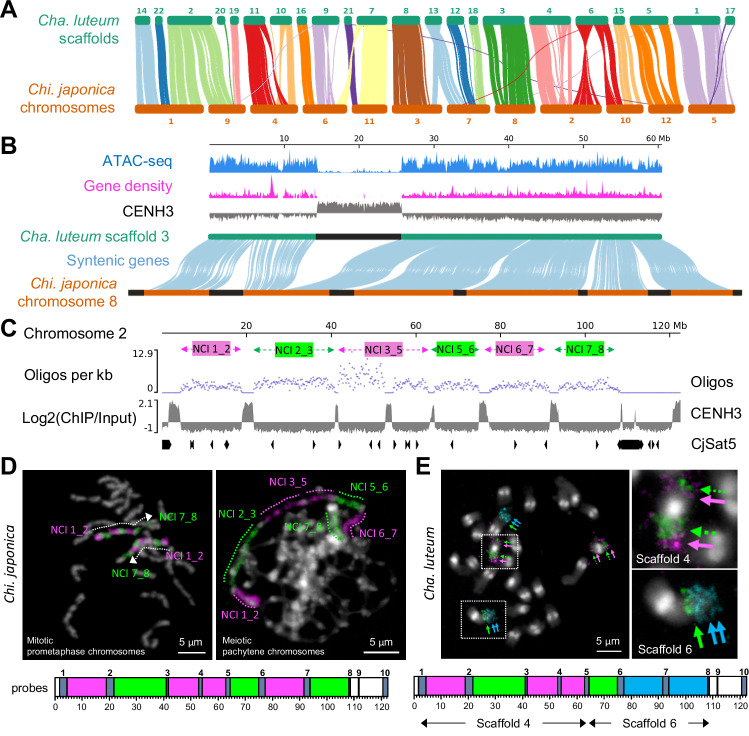
Holocentric *Chi. japonica* and macro-monocentric *Cha. luteum* share broad-scale genome synteny, except for their centromeres. **A** Vizualization of syntenic orthologs of coding genes in the assembled scaffolds of *Cha. luteum* and the chromosome-level genome assembly of *Chi. japonica*. **B** Chromosome-level arrangement of orthologs between scaffold 3 of *Cha. luteum* and chromosome 8 of *Chi. japonica* is identical, with the order and orientation of all six non-centromeric intervals of *Chi. japonica* chromosome 8 conserved in scaffold 3 of *Cha. luteum*. The position of the monocentromere in *Cha. luteum* (in black) doesn’t correspond to a centromere unit (in black) in *Chi. japonica* according to the syntenic genes. The gene distribution (magenta) and ATAC-seq data (blue) of *Cha. luteum* show that the de novo centromere formation sites in *Chi. japonica* correspond to a high gene density and accessible chromatin state of the corresponding regions in the *Cha. luteum* genome. **C** Design of the oligo-FISH painting probes specific for six non-centromeric intervals (NCIs) between the first and the eighth centromere unit of *Chi. japonica* chromosome 2. Our mapping revealed that the ends of chromosome 2 are highly enriched with the CjSat5 satellite repeat, precluding the design of oligo FISH-painting probes for those specific regions. **D** FISH mapping on mitotic prometaphase and meiotic pachytene chromosomes of *Chi. japonica* confirmed the accuracy of the sequence assembly and the specificity of these oligo-FISH probes. **E** In *Cha. luteum*, the *Chi. japonica* chromosome 2 based oligo-FISH signals were located on three arms of two chromosome pairs, corresponding to scaffolds 4 and 6, as predicted by sequence analysis (Supplementary Fig. 4). **D**, **E** Chromosomes were counterstained with DAPI. At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns.

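Scaffold 3 of Cha. luteum is 60524292 bp long, with its centromere from 14379053 to 25678443. Its left arm had 55.1 ± 3.15 peak summits per Mb (SD, n = 2 libraries), its centromere 2.26 ± 0.313 and its right arm 65.6 ± 2.19. In the centromere lay 23 summits in replicate 1 and 28 in replicate 2, where shifted intervals of the same length held 563 and 596 on average. The density inside was 0.0360 ± 0.00358 times that outside (permutation test with 100000 circular shifts along scaffold 3, one-sided, p = 0.0004). It was 0.115 with the edges moved outward by 500 kb, 0.0231 with only peaks of a -log10 q of at least 5 and 0.0233 with only peaks that overlap a peak of the other library. Peaks covered 0.0732% ± 0.00902 of the centromere, 2.34% ± 0.146 of the left arm and 2.80% ± 0.0768 of the right arm. Sought without the centromere position, the segment poorest in summits ran from 14500001 to 25700000 in replicate 1 and from 14500001 to 25650000 in replicate 2.

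**Figure D3:**
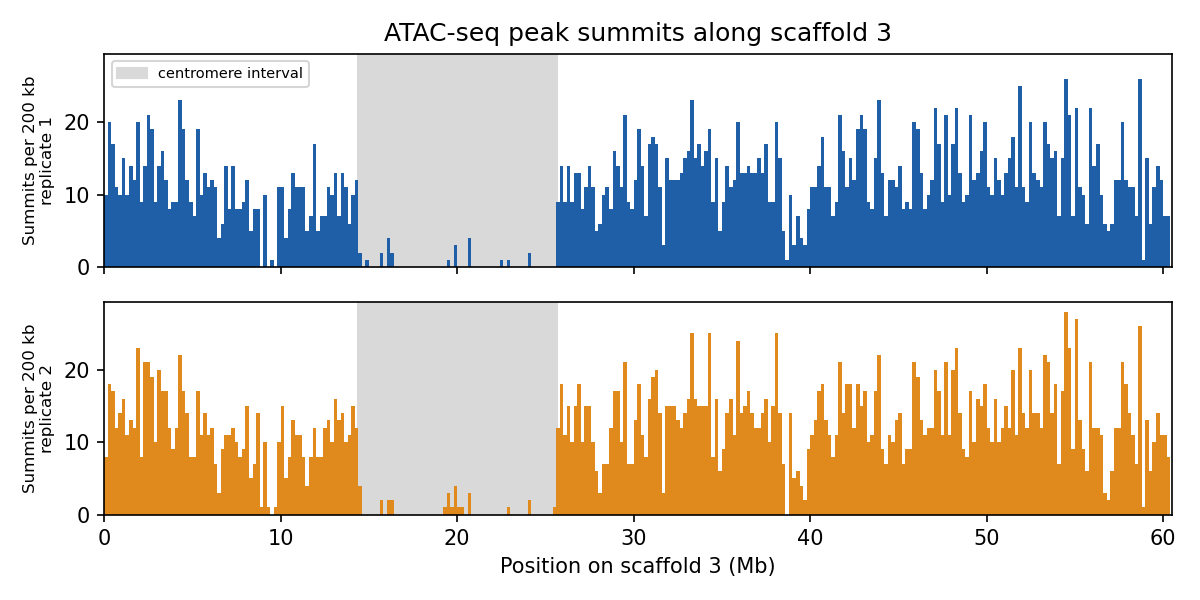
Peak summits per window of 200 kb along scaffold 3 in replicate 1 (upper panel) and replicate 2 (lower panel), with the centromere interval shaded grey. Summits stand along both arms and drop at both edges of the interval, which holds 23 summits in replicate 1 and 28 in replicate 2.

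On the left arm, 14 full windows of 1 Mb held between 22 and 75.5 summits, and on the right arm 34 windows held between 25.5 and 86, as means of the 2 libraries. The median distance to the nearest summit was 6.13 ± 0.340 kb on the arms of scaffold 3 and 309 ± 23.2 kb in its centromere. The longest stretch of scaffold 3 without a peak in either library, 2.91 Mb from 16374582 to 19285707, lay in the centromere. The longest on the arms was 308 kb, from 9474472 to 9782249. The densest 100-kb window of the centromere, from 19779054 to 19879053, held 3 summits in replicate 1 and 5 in replicate 2 and lay 5.4 Mb from the nearer edge.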

To confirm the sequence-deduced conservation of syntenic chromosomal blocks and in silico-identified rearrangements between the two species, we designed oligo-FISH painting probes specific for the six non-centromeric intervals (NCIs) between the first and the eighth centromere unit of *Chi. japonica* chromosome 2 (Fig. 3C). FISH mapping on mitotic prometaphase and meiotic pachytene chromosomes of *Chi. japonica* confirmed the correctness of the sequence assembly and specificity of oligo-FISH probes (Fig. 3D, Supplementary Fig. 4A–C). In *Cha. luteum*, the signals of the six probes were located on three arms of two chromosome pairs (Fig. 3E, Supplementary Fig. 4A–C), corresponding to scaffolds 4 and 6, as predicted by our sequence analysis (Fig. 3A, E, Supplementary Fig. 4D). Additionally, we mapped the sequences of all 12 *Chi. japonica*-based, chromosome-wide oligo pools to the top 22 scaffolds of *Cha. luteum*. This alternative in silico strategy verified the high chromosomal collinearity between the two genomes with contrasting centromere types as well as the absence of chromosome duplications (Supplementary Fig. 5A).

To determine whether this large-scale genome synteny is conserved beyond the tribe Chionographideae, we checked for a potential cross in situ hybridization in the closely related species of tribe Heloniadeae, which includes the genera *Helonias*, *Heloniopsis*, and *Ypsilandra*, and which diverged ~55 mya from tribe Chionographideae (Fig. 1A)^29^. However, the same oligo-FISH painting probes revealed no detectable signals on the chromosomes of *Heloniopsis umbellata*. Moreover, comparative repeat analysis revealed no shared high-copy repeats between *H. umbellata* and *Cha. luteum* or *Chi. japonica* (Supplementary Fig. 5B). Thus, despite their contrasting centromere types, the genomes of *Cha. luteum* and *Chi. japonica* are highly syntenic, yet divergent from those of Heloniadeae species.

### Loss and alteration of kinetochore genes are associated with the transition to unconventional centromeres in Chionographideae

The protein composition of the kinetochore complex varies considerably across species with different centromere types^18,19,37,38^. To determine whether the evolution of holo- and macro-monocentromeres in different members of the Chionographideae was accompanied by changes of the kinetochore, we investigated the kinetochore protein composition of *Chi. japonica, Cha. luteum*, the related monocentric species *Heloniopsis orientalis* from tribe Heloniadeae (Fig. 1A, Supplementary Fig. 1C), and of *Phoenix dactylifera*, a phylogenetically distant monocot species for comparison. In total, we analyzed 29 structural and regulatory kinetochore proteins (Fig. 4, Supplementary Table 5).

**Fig. 4:**
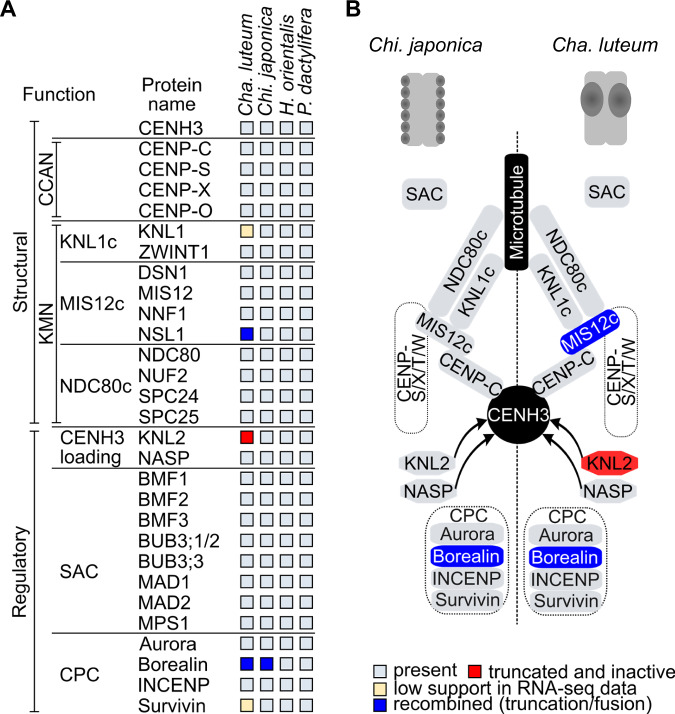
Changes in structural and regulatory kinetochore proteins in Chionographideae. **A** Comparative analysis of the kinetochore protein sequences in *Cha. luteum*, *Chi. japonica*, *Heloniopsis orientalis* and *Phoenix dactylifera*. The monocentric species *H. orientalis*, a species from the closely related tribe Heloniadeae, and *P. dactylifera*, a phylogenetically distant monocotyledon, were included for comparison. **B** Simplified schematic illustration of kinetochore structure and centromere organization in the chromosomes of *Chi. japonica* (left) and *Cha. luteum* (right). Proteins or complexes containing proteins that have changed or were lost in *Cha. luteum* or *Chi. japonica* are highlighted in blue or red. Sequence information of the analyzed kinetochore proteins is in Supplementary Table 5. The figure was adapted from Neumann et al.^19^.

In this in silico analysis, we identified homologs for all tested kinetochore proteins in the transcriptomes of *Chi. japonica*, *H. orientalis*, and *P. dactylifera*. In *Cha. luteum*, we found no sequence similar to the CENH3-loading protein KNL2 (Fig. 4A, B). A subsequent BLASTn search for the *KNL2* gene in the genome assembly of this species using the complete gene sequence of *Chi. japonica*^31^, revealed only a short fragment at the 3’ end of the *KNL2* gene, spanning only two of the seven exons; notably, the exons encoding the conserved SANTA domain and CENPC-k motif of KNL2 were lost (Supplementary Fig. 6A). This *KNL2* fragment in *Cha. luteum* was found in the locus orthologous to the genomic region containing the intact *KNL2* gene in *Chi. japonica* (Supplementary Fig. 6B), indicating that it is a remnant of a formerly intact *KNL2* gene.

Comparative analysis of the identified kinetochore protein sequences revealed a remarkable N-terminal divergence in the MIS12c component NSL1 and the chromosomal passenger complex (CPC) module Borealin. Specifically, the N-terminus of NSL1 in *Cha. luteum* showed unique divergence (Fig. 5A, Supplementary Fig. 7A, B). In contrast, Borealin sequences were similar between *Cha. luteum* and *Chi. japonica*, but the two were distinct from the highly conserved sequences in *H. orientalis* and *P. dactylifera* (Fig. 5B, Supplementary Fig. 7C). Domain analysis revealed that the divergent N-terminus of NSL1 in *Cha. luteum* shares similarity with the BLOC-1 Related Complex Subunit 6 (BORCS6) protein (Supplementary Fig. 7B), while the N-terminus of Borealin in *Cha. luteum* and *Chi. japonica* showed similarity to ribosomal protein S17 (RPS17) (Supplementary Fig. 7C). This suggests a chimeric origin of the *NSL1* gene in *Cha. luteum* and of the *Borealin* genes in both *Cha. luteum* and *Chi. japonica*, with the original N-terminus-coding regions replaced by sequences derived from *BORCS6* and *RPS17* genes, respectively (Fig. 5). By identifying the donors of the N-terminal sequences, we determined the acquired N-terminal lengths to be 104 aa for NSL1 (59% of the protein) (Supplementary Fig. 7B) and 50 aa for Borealin (20% of the protein) (Supplementary Fig. 7C). The chimeric nature of *Borealin* and *NSL1* genes was further confirmed by transcriptional validation and genomic evidence (Supplementary Fig. 8).

**Fig. 5:**
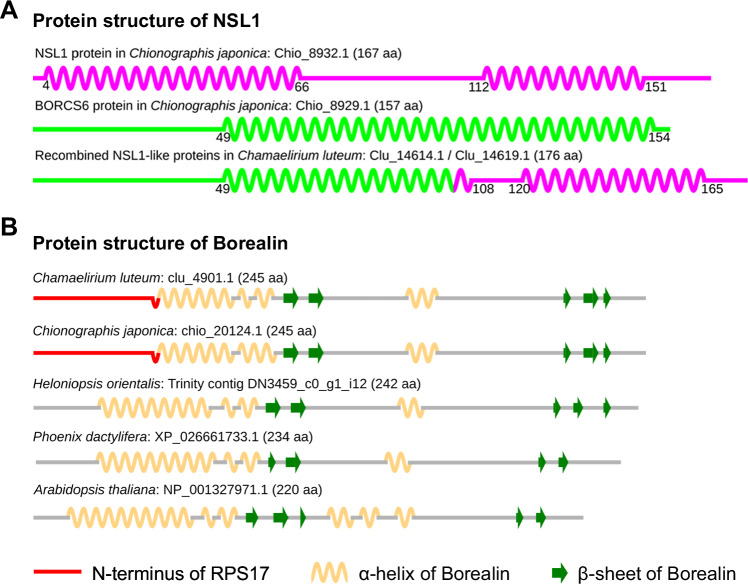
Chimeric origin of the *NSL1* and *Borealin* genes in *Cha. luteum.* **A** Comparison of the secondary protein structure of the intact and chimeric NSL1 proteins. NSL1 and BORCS6 proteins are shown in different colors to indicate the origin of the two parts in the chimeric NSL1. **B** Comparison of the secondary structure of Borealin proteins in three Melanthiaceae species, *Phoenix dactylifera*, and *Arabidopsis thaliana*. Although the structure is well conserved in all the species, the first α-helix is significantly shorter in *Cha. luteum* and *Chi. japonica*, which is due to the N-terminus of Borealin being replaced by the N-terminal fragment of ribosomal protein S17 (red). α-helices and β-sheets are shown as beige wavy lines and green arrows, respectively.

NSL1 is a structural component of the MIS12 complex, which consists of NSL1, MIS12, DSN1, and NNF1, and interacts with the other two outer kinetochore complexes (NDC80 and KNL1) via NSL1 and DSN1, as well as with the inner kinetochore proteins via DSN1^39,40^. Therefore, we wondered whether the observed change in NSL1 had an impact on kinetochore assembly in *Cha. luteum*. We took advantage of antibodies developed against the MIS12 and NDC80 proteins of *Chi. japonica* as well as a highly versatile antibody against KNL1 in plants^31,41^. All three antibodies specifically labeled holocentromeres in *C. japonica* and monocentromeres in Heloniadeae species^31,41^. It was anticipated that the antibodies would mark the centromeres of *Cha. luteum* if the kinetochore composition remained unchanged because the sequences of the KNL1, MIS12, and NDC80 antibody target domains are identical between *Chi. japonica* and *Cha. luteum*. We failed to detect signals for KNL1 and NDC80 in *Cha. luteum*, even though we were able to successfully detect MIS12 using well-established immunodetection procedures (Supplementary Fig. 7D). Therefore, we hypothesize that the alteration of NSL1 either prevents KMN complex formation or that these two proteins are present at concentrations below the sensitivity of our immunostaining assay. The presence of the intact MIS12c component DSN1 likely explains why the centromeric recruitment of MIS12 appears to be unaltered.

### Macro-monocentric *Cha. luteum* shows holocentromere-typical cell cycle-dependent histone phosphorylation patterns

Phosphorylation of histone H3 serves to prime chromatin for faithful chromosome segregation^9^. Thus, we also analyzed the distribution of cell cycle-dependent, spindle assembly checkpoint-associated histone phosphorylation marks. Despite its monocentric chromosomes, anti-H3S10/S28/T3 phosphorylation signals were distributed throughout the mitotic metaphase chromosomes of *Cha. luteum* (Fig. 6A), as in holocentric *Chi. japonica*^31^ and other holocentric plants^42^. Surprisingly, H2AT120 phosphorylation, an otherwise conserved cell cycle-dependent centromeric mark^15,43^, was undetectable in both macro-monocentric *Cha. luteum* and holocentric *Chi. japonica*^31^.

**Fig. 6:**
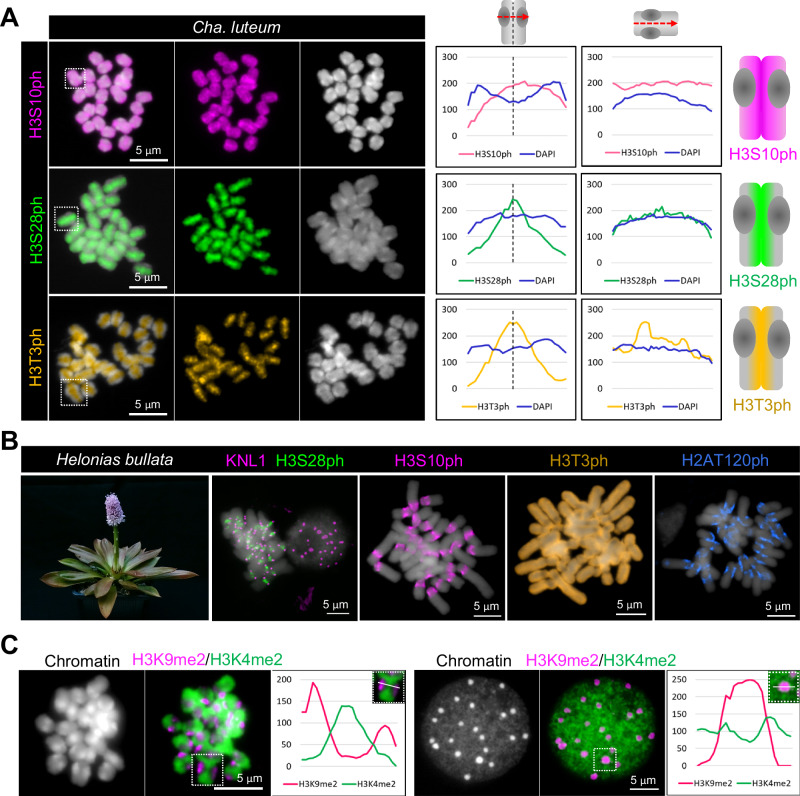
Visualization of cell cycle-dependent and eu- and heterochromatin-specific post-translational histone modifications. **A** Mitotic metaphase chromosomes of *Cha. luteum* after immunostaining with antibodies recognizing histone H3S10ph (magenta), H3S28ph (green) and H3T3ph (orange). The line scan plot profiles show the signal intensities of histone marks and DAPI measured in the framed chromosomes (squares). Signal distribution along single chromosomes is depicted as schemata next to the profiles. **B** Mitotic metaphase chromosomes of monocentric *Helonias bullata* after immunostaining with antibodies recognizing a combination of histone H3S28ph (green) and KNL1 (magenta), H3S10ph (magenta), H3T3ph (orange), and H2AT120ph (blue). **C** The immunolabelling patterns of H3K9me2 (magenta) and H3K4me2 (green) on metaphase chromosomes and interphase nuclei of *Cha. luteum* show the large-scale hetero- and euchromatin organization. **A**–**C** Chromosomes were counterstained with DAPI. At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns. Source data are provided as a Source Data file.

To determine whether the holocentromere-like histone phosphorylation patterns evolved before the formation of the tribe Chionographideae, we examined the chromosomal distribution of the phosphorylated histone variants in the sister tribe Heloniadeae (Fig. 1A). Three species, *Helonias bullata*, *Heloniopsis umbellata*, and *Ypsilandra thibetica*, were selected as representatives of the corresponding genera. First, we confirmed the monocentricity of these three species by monitoring the distribution of the conserved outer kinetochore protein KNL1^41^ (Fig. 6B, Supplementary Fig. 9). In these species, all analyzed histone H3 phosphorylation patterns were consistent with monocentricity, and H2AT120ph signals were detectable at centromeric regions (Fig. 6B, Supplementary Fig. 9).

To probe the large-scale organization of eu- and heterochromatin in *Cha. luteum*, we assayed the evolutionarily conserved histone marks histone H3K4me2 and H3K9me2. The euchromatin mark H3K4me2 showed uniform signals in metaphase chromosomes, except at centromeres, where the heterochromatin histone mark H3K9me2 was enriched (Fig. 6C). Similar labeling patterns were observed in interphase nuclei with H3K9me2 and H3K4me2 enriched in chromocenters and euchromatin, respectively (Fig. 6C). These cytological observations were confirmed at the genome-wide level by ChIP-seq, which showed that H3K9me2 is strongly enriched at (peri)centromeric regions (Fig. 2D) and markedly reduced in chromosome arms. In contrast, H3K4me2 is depleted at (peri)centromeric regions and enriched along the chromosome arms, closely resembling the general patterns observed in species with typical monocentromeres.

Thus, although *Cha. luteum* possesses a typical monocentric distribution of eu- and heterochromatin, it exhibits a cell cycle-dependent histone phosphorylation pattern remarkably similar to that of holocentric species, including *Chi. japonica*. This chromosome-wide phosphorylation pattern, unique to Chionographideae species and distinguishing them from Heloniadeae species with typical monocentromeres, likely evolved after the divergence of the two tribes.

## Discussion

### Unraveling centromere evolution in Chionographideae

Our analysis of atypical centromeres provides insights into the evolution of different centromere types. The constriction-free macro-monocentromeres of *Cha. luteum*, a species phylogenetically related to the holocentric *Chi. japonica*, displays features of both mono- and holocentric systems, making them a unique and valuable model for studying centromere evolution. The most parsimonious model consistent with current data suggests that in *Chionographis*, a chromosome-wide spreading of centromere units resulted in the formation of a holocentromere (Fig. 7). Given the chromosome-wide synteny and identical chromosome number in both Chionographideae species, it is unlikely that holocentromeres in *Chionographis* arose through multiple fusions of monocentric chromosomes, as has been proposed for the holocentromeres in *Luzula*^44^.

**Fig. 7:**
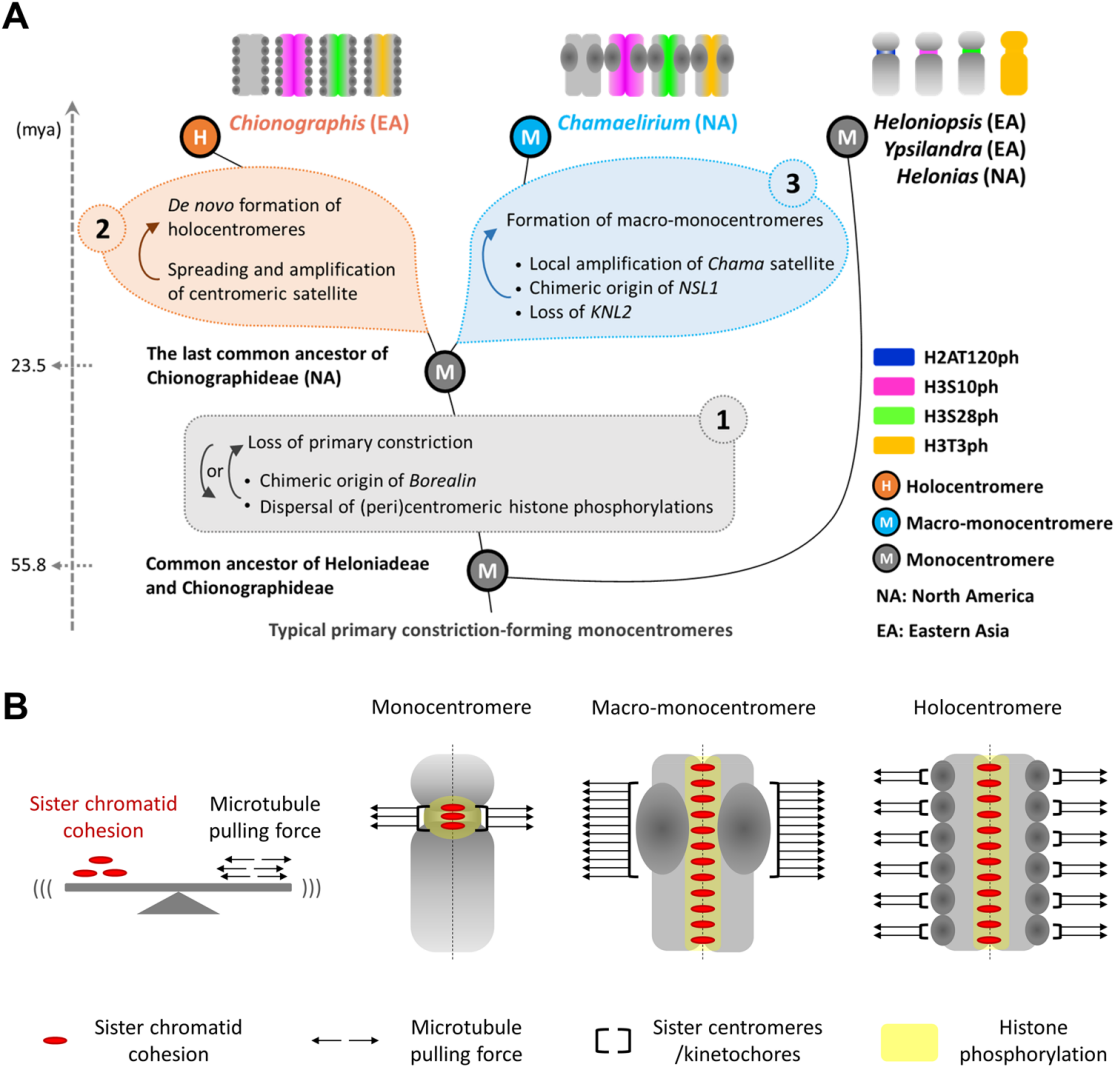
Proposed evolution of holocentromeres and macro-monocentromeres. **A** Model explaining the divergent evolution of holo- and macro-monocentric Chionagrahideae. The sister tribes Heloniadeae and Chionographideae, which diverged ~55 million years ago (mya), exhibit intercontinental disjunctions between eastern Asia (EA) and eastern North America (NA). *Chionographis* and *Chamaelirium* possess primary constriction-free chromosomes with holocentromeres and macro-monocentromeres, respectively. In contrast, the monocentromeres of Heloniadeae species possess a primary constriction, suggesting that the loss of this chromosome constriction occurred before the divergence of holocentric *Chionographis* and macro-monocentric *Chamaelirium* ~ 23.5 mya. (1) A Borealin mutation likely acted as an evolutionary trigger, causing the chromosome-wide distribution of histone phosphorylation and sister chromatid cohesion. This ultimately drove the evolution of primary constriction-free chromosomes in the plant tribe Chionographideae. Alternatively, constriction-free chromosomes may have arisen first, followed by selection for the new *Borealin* variant. (2) The evolution of both macro-monocentromeres in *Cha. luteum* and holocentromeres in *Chi. japonica* was driven by the amplification of centromeric repeats. However, in *Chionographis*, this repeat amplification by non-allelic gene conversion was accompanied by the chromosome-wide spread of centromere units, leading to the formation of a holocentromere. (3) In *Cha. luteum*, local centromere expansion resulted in macro-monocentromeres. However, the relationship between loss of *KNL2* and the chimeric origin of *NSL1* and the local centromere expansion remains unclear. **B** Model showing the required balance between sister chromatid cohsion and microtubule pulling forces. Accurate chromosome segregation relies on a balance between sister chromatid cohesion and microtubule-generated pulling forces. As an adaptation required for proper chromosome segregation, the expansion of centromeric regions in both *Chamaelirium* and *Chionographis* probably increased microtubule attachment and pulling forces to counteract the increased sister chromatid cohesion caused by the chromosome-wide distribution of histone H3 phosphorylation. Macro-monocentromeres and holocentromeres represent two distinct outcomes of divergent evolution, each reflecting different adaptations to counteract the increased sister chromatid cohesion. Alternatively, sister chromatid cohesion extended to counteract the increased microtubule pulling forces resulting from the increase in centromere size.

In *Cha. luteum* or its unknown ancestor, local centromere expansions likely formed the macro-monocentromeres. A de novo origin of macro-monocentromeres from holocentromeres is unlikely for two main reasons. First, such a process would require multiple fissions of holocentric chromosomes, resulting in a large number of monocentric chromosomes, which is not observed. Second, there are no documented cases of a reversion from holocentricity to monocentricity.

The sister tribes Heloniadeae and Chionographideae, which diverged ~55 mya, exhibit intercontinental disjunctions between eastern Asia and eastern North America^29^. Monocentric species exist in both tribes, implying a monocentric nature of their common ancestors. All *Heloniadeae* species examined possess a primary centromere constriction, suggesting that the loss of this defining chromosome structure occurred after the divergence of the two tribes, but before the evolution of the genera *Chamaelirium* and *Chionographis* at ~23.5 mya (Fig. 7A). While Heloniadeae species display cell cycle-dependent histone phosphorylation patterns typical for monocentricity, *Cha. luteum* and *Chi. japonica*, despite their different centromere structures, share similar distributions of histone H3S10ph, H3S28ph, and H3T3ph, which are typical for holocentricity, coupled with the absence of H2AT120ph. These findings suggest that alterations in (peri)centromeric histone phosphorylation sites also arose after the divergence of the Heloniadeae and Chionographideae lineages.

In addition to the similar histone phosphorylation patterns, both species possess the same mutation in the *Borealin* gene (Fig. 7A-1). The Borealin protein, a component of the chromosomal passenger complex (CPC), plays a crucial role in regulating histone phosphorylation^45^. The change in the *Borealin* gene might have acted as a molecular trigger, initiating the chromosome-wide distribution of histone H3 phosphorylation and driving the evolution of primary constriction-free chromosomes in Chionographideae. Conversely, constriction-free chromosomes may have arisen first, followed by the selection for the new *Borealin* variant.

The remarkably high proportion (∼15%) of centromeric satellite repeats in both species’ genomes suggests that the amplification of these repeats was involved in the evolution of both centromere types. Large-scale genome synteny between holocentric *Chi. japonica* and macro-monocentric *Cha. luteum* suggests a de novo origin of holocentromeres in *Chionographis* (Fig. 7A-2). In contrast, local centromere expansion in *Cha. luteum* appears to have driven the formation of macro-monocentromeres (Fig. 7A-3). However, the mechanism underlying the chromosome-wide distribution of de novo-generated centromere units in the holocentric *Chi. japonica* remains unknown^3^. It is likely that this process shares some similarity with neocentromere formation in monocentric species. However, in the case of a neo-monocentromeres, the newly formed centromere often forms in the proximity of the “older” centromere^46^. In contrast, the transition from mono-to-holocentromere is accompanied by the formation of numerous de novo centromere units along the entire length of each chromosome. Whether the formation of meta-polycentromeres (e.g. *Pisum*) serve as an intermediate stage in this transition has been debated but not yet proven^2^. Notably, in meta-polycentric *Pisum* species, even centromere units on the same chromosome are based on distinct repeats^4^. By contrast, in *Chi. japonica*, the underlying repeat sequences among centromere units across chromosomes are uniform, indicating a different mode of centromere evolution.

Although centromere identity is largely epigenetic, certain sequence motifs or repeat contexts may stabilize CENH3 nucleosome deposition. The centromere repeat monomers in both centromere types share a conserved 9-base pair sequence (TTCGTACGA). This sequence might facilitate the formation of non-B DNA hairpins, a DNA structure known to cause replication fork collapse and subsequent DNA double-strand breaks (DSB)^47^. High DSB rates promote non-allelic (ectopic) recombination repair, which can reposition repeats at new genomic locations even over large distances^48^. Non-B-form DNA-enriched centromeres may represent an ancient form of centromere specification, potentially through interaction with DNA-binding proteins that promote CENH3 loading^49^. It remains unknown whether sequence-driven CENH3 loading occurs in Chionographideae. Further non-allelic gene conversion, a mechanism that accelerates centromere evolution by facilitating sequence exchange among centromere repeats^50,51^, might be involved in the mono-to-holocentromere transition process. This mechanism could enable the spreading and homogenization of centromere repeats along the entire length of the chromosomes.

Remarkably, the loss of the *KNL2* gene and the formation of chimeric *NSL1* occurred only in *Cha. luteum*, while both genes remain intact in *Chi. japonica*. Thus, the kinetochore composition of the constriction-free *Cha. luteum* macro-monocentromere appears to diverge more significantly from that of a typical monocentromere than does the holocentromere of *Chi. japonica*. This implies that both centromere types have evolved in parallel after diverging from their last common monocentric ancestor, rather than following a linear transition from macro-monocentric *Chamaelirium* to holocentric *Chionographis*. It remains unknown whether a relationship exists between alterations in *KNL2* and *NSL1* and the local expansion of centromeres in *Cha. luteum*.

### *Cha. luteum* exploits a KNL2-independent mechanism of CENH3 loading and centromere maintenance

Although the mechanism of CENH3 loading in plants is not yet fully understood, it likely depends on KNL2 in most species^52,53^. In *A. thaliana*, which has two KNL2 variants, αKNL2 mutants exhibited reduced levels of CENH3 at centromeres and showed mitotic and meiotic defects but were viable, whereas βKNL2 mutants exhibited complete lethality at the seedling stage^52,53^. The importance of KNL2 for CENH3 loading onto centromeres has also been demonstrated in animals^54–57^, suggesting that the role of KNL2 in CENH3 loading is evolutionarily conserved. Melanthiaceae species, like other monocots except grasses^53^, possess only a single *KNL2* gene, which encodes a protein structurally more similar to αKNL2 of *A. thaliana*. Despite the loss of the *KNL2* gene, we observed no mitotic defects in *Cha. luteum*, suggesting that this species exploits an alternative, KNL2-independent mechanism for CENH3 deposition that specifically targets the centromeres. Notably, two holocentric plant species of the genus *Cuscuta*, *C. europaea* and *C. epithymum*, have also been documented to have lost *KNL2*^19^. In these species, the loss of both *αKNL2* and *βKNL2* genes was neither lethal nor led to mitotic defects and the authors hypothesized that CENH3 is no longer a centromeric protein, and the two *Cuscuta* species evolved a CENH3-independent mechanism for attachment to mitotic spindles^19,58^. In *Cha. luteum*, this is likely not the case, as chromosomes bind to mitotic spindle microtubules exclusively at CENH3-containing domains, suggesting that CENH3 retains its role as a key centromere protein.

Interestingly, all three species lacking *KNL2* have unusual centromeres. Centromeric chromatin in *Cha. luteum* expanded enormously at loci containing highly amplified satellite DNA, comprising up to 15 Mb DNA per centromere. CENH3-containing heterochromatin domains in *C. europaea* are present at one to three sites per chromosome and are closely associated with the satellite DNA family CUS-TR24, which spans in total 181.2 Mb, corresponding to an average of 25 Mb per chromosome^19^. In contrast, no detectable CENH3 is present on chromosomes in *C. epithymum*, which contains a low amount of satellite DNA^19^. This shows that the loss of *KNL2* has different consequences in different species, possibly dependent on the association of CENH3 with satellite DNA. Conversely, the observation of active *KNL2* in the holocentric *Chi. japonica* suggests that the absence of this gene is not a prerequisite for the evolution of holocentromeres across species.

NASP, a general histone H3 chaperone present in both Chionographideae species, is the only other protein besides KNL2 currently known to participate in CENH3 deposition in plants^59–61^. Although NASP, like KNL2, has been shown to bind to CENH3, the roles of the two proteins differ. While KNL2 ensures CENH3 loading onto centromeres via an interaction with centromeric nucleosomes, NASP does not directly participate in CENH3 deposition. Instead, NASP binds non-nucleosomal CENH3 and escorts it to chromatin assembly factor(s)^59,60^. Thus, it remains unclear which alternative mechanism is responsible for CENH3 loading in *Cha. luteum*.

### The possible impact of the chimeric Borealin and NSL1 proteins

Chimeric genes are important players in the evolution of genetic novelty^62^. Three ancient domain fusions between kinetochore proteins were predicted to occur in the last common ancestor of eukaryotes^63^. The chimeric origin of NSL1 and Borealin in Chionographideae is unprecedented among kinetochore protein genes.

Borealin is a component of the chromosome passenger complex (CPC), which is a key regulator of mitotic events^64^. The Borealin N-terminus is required for the interaction of CPC with nucleosomes^45^. In *Cha. luteum* and *Chi. japonica*, the N-terminus of Borealin has been replaced by a 50 amino acid-long fragment of RPS17. CPC binding to nucleosomes is an upstream requirement for Haspin (phosphorylates H3T3) and Bub1 (phosphorylates H2AT120) activities, and for Haspin/Bub1-mediated CPC enrichment at centromeres. Further, phosphorylated H3T3 is required for centromeric recruitment of the CPC component Aurora B, which phosphorylates H3S10 and H3S28^42,65^. Possibly, a mutation of Borealin that resulted in a chimeric protein led to the observed chromosome-wide distribution of H3S10ph and H3S28ph and the absence of H2AT120ph. Consequently, misregulation of this pathway could disrupt pericentromeric modifications, further affecting chromatid cohesion and chromosome segregation.

NSL1, as a component of MIS12c, is one of the key structural kinetochore proteins. It is essential for interaction with the other two complexes of the outer kinetochore, NDC80c and KNL1c^39^. In Drosophila, NSL1 knockout mutants are lethal, underscoring its essential role for kinetochore function^66^. The effects of the fusion of NSL1 with the N-terminal region of BORCS6 on the formation of the KMN complex in centromeres of *Cha. luteum* remain unclear. While the lack of KNL1 and NDC80 immunosignals could indicate dramatic changes in kinetochore composition, the results could also arise from antibody incompatibility, conformational masking of epitopes within the kinetochore context, or inaccessibility of antibody target domain. Thus, further investigation is needed to clarify the kinetochore composition and function in *Cha. luteum*.

BORCS6 belongs to the BLOC-one-related complex (BORC)^67^. In animal cells, BORC controls lysosomal and synaptic vesicle transport and positioning by recruiting ARL8, which either directly interacts with kinesin-3 or indirectly associates with kinesin-1 through cargo adaptors, coupling lysosomes with kinesin motors^67^. Although plant cells do not contain lysosomes, BORC^68^, ARL8^69^ and kinesin^70^ protein homologs are present, and thus BORC might be involved in organelle or vesicle transport as well. It is tempting to speculate that the fusion of BORCS6 N-terminus with the C-terminus of NSL1 could recruit BORC to the kinetochore. If true, chimeric BORC could bring additional function(s) to the kinetochore in *Cha. luteum*.

Since only 29 structural and regulatory kinetochore genes were considered in our comparative study, we cannot exclude that additional changes in the kinetochore complex were involved in the evolution of holo- and macro-monocentromeres.

### Centromere diversity: different paths to a common functional adaptation

The existence of constriction-free centromeres in *Cha. luteum* suggests that the primary constriction, typically used to distinguish monocentromeres, is not strictly required for centromere function. Consequently, the absence of this constriction does not necessarily indicate the absence of an active monocentromere. This morphological exception may be explained by the species’ immense centromere size and the distribution of histone H3 phosphorylation marks along the entire length of the chromosomes; a pattern otherwise characteristic of holocentromeres.

Accurate chromosome segregation relies on a delicate balance between sister chromatid cohesion and microtubule-generated pulling forces^71^ (Fig. 7B). Consequently, as an adaptation required for proper chromosome segregation, the expansion of centromeric regions in both *Chamaelirium* and *Chionographis* probably increased microtubule attachment and pulling forces to offset the increased sister chromatid cohesion brought on by the chromosome-wide distribution of pericentromeric histone H3 phosphorylation. This sequence of events is more likely than the alternative scenario of independent histone H3 phosphorylation expansions in both genera, followed by centromere expansion. Macro-monocentromeres and holocentromeres represent distinct outcomes of divergent evolution and different adaptations to counteract the increased sister chromatid cohesion. These divergent solutions highlight the plasticity of centromere evolution in response to selective pressure imposed by changes in chromatid cohesion dynamics driven by mutation in a single gene (chimeric *Borealin*). Moreover, these findings suggest a complex interplay between centromere size, number and distribution of centromere units (mono *versus* holo), and chromatid cohesion in shaping chromosome morphology. Overall, the two Chionographideae species offer valuable insights into centromere type evolution, highlighting the importance of incorporating greater phylogenetic diversity in model organisms used to study fundamental chromosomal features.

In summary, we suggest that the divergent evolution of both atypical centromeres is the result of a complex, stepwise interplay involving kinetochore gene mutations, alterations of mitotic histone phosphorylation patterns, and amplification of centromeric satellite DNA.

## Methods

### Plant materials

*Chamaelirium luteum* (L.) A. Gray plants used in this study were provided by the Deutsche Homöopathie-Union (DHU), Germany, *Chionographis japonica* (Willd.) Maxim. plants were obtained from commercial nurseries in Japan, and the *Helonias bullata* L., *Heloniopsis umbellata* Baker, *Heloniopsis orientalis* var. *breviscapa*, and *Ypsilandra thibetica* Franch. species were purchased from British nurseries in the UK. The plants were grown at IPK Gatersleben (Germany) in a greenhouse: 16 h light (from 6 AM to 10 PM), day temperature 16 °C, night temperature 12 °C. Seeds of *Sorghum bicolor* BTx623 and *Secale cereale* L. inbred line Lo7 were obtained from the IPK GeneBank (Gatersleben, Germany) and were germinated on wet filter papers to harvest roots and young leaves for experiments.

### Genome size measurement

To isolate nuclei, approximately 0.5 cm^2^ of fresh leaf tissue of *Cha. luteum* was chopped together with equivalent amounts of leaf tissue of either of the two internal reference standards *Glycine max* (L.) Merr. convar. max var. max, cultivar ‘Cina 5202’ (Gatersleben genebank accession number: SOJA 392; 2.21 pg/2 C) or *Raphanus sativus* L. convar. sativus, cultivar ‘Voran’ (Gatersleben genebank accession number: RA 34; 1.11 pg/2 C), in a petri dish using the reagent kit ‘CyStain PI Absolute P’ (Sysmex-Partec) following the manufacturer’s instructions. The resulting nuclei suspension was filtered through a 50-μm CellTrics filter (Sysmex-Partec) and measured on a CyFlow Space flow cytometer (Sysmex-Partec, Germany). The gating strategy is shown in Supplementary Fig. 10. At least six independent measurements were performed for *Cha. luteum*. The absolute DNA content (pg/2C) was calculated based on the values of the G1 peak means and the corresponding genome size (Mbp/1C), according to ref. ^72^.

### Short-read sequencing of DNA and RNA

Genomic DNA of *Cha. luteum* was extracted from leaf tissue using the DNeasy Plant Mini kit (Qiagen, Germany). Low-pass paired-end (2×150 bp) genome sequencing was performed using DNBSEQ system by BGI (China). Total RNAs from leaf, root, and fruit tissues of *Cha. luteum* were isolated using the Spectrum^TM^ Plant total RNA kit (Sigma, USA, cat. no. STRN50). Library preparation (Illumina Stranded mRNA Prep Ligation Kit) and sequencing at IPK Gatersleben or Novogene (UK) (paired-end, 2 × 151 cycles, Illumina NovaSeq6000 system) involved standard protocols from the manufacturer (Illumina Inc., USA).

### Isolation of HMW DNA, HiFi library preparation, and sequencing

For long-read PacBio sequencing, high-molecular weight (HMW) DNA of *Cha. luteum* was isolated from leaves of a single plant using the NucleoBond HMW DNA kit (Macherey Nagel, Germany). Quality was assessed using the FEMTO Pulse system (Agilent Technologies Inc., CA, USA). Quantification involved the Qubit device and the dsDNA High Sensitivity assay kit (Thermo Fisher Scientific, MA, USA). A HiFi library was prepared from 15 µg HMW DNA using the “SMRTbell prep Kit 3.0” according to the manufacturer’s protocol (Pacific Biosciences of California Inc., CA, USA). The initial DNA fragmentation was performed using the Megaruptor 3 device (Shear speed: 29; Diagenode, Belgium). Finally, HiFi libraries were size-selected (narrow-size range: approximately 20 kb) using the SageELF system with a 0.75% Agarose Gel Cassette as described by the manufacturer (Sage Science Inc., MA, USA). Sequencing (HiFi CCS) was performed using the Pacific Biosciences Revio device (24 h movie time, 155 pM loading concentration, 2 h pre-extension time, diffusion loading, 100 min loading time, 22 kb mean insert length according to SMRT link raw data report, 55 Gb HiFi CCS yield) following standard manufacturer’s protocols (Pacific Biosciences of California Inc., Menlo Park, CA, USA) at IPK Gatersleben.

### Chromosome conformation capture (Hi-C) sequencing

Hi-C sequencing libraries were generated from flowers of *Cha. luteum* as described previously^73^ using *Dpn*II enzyme, and were sequenced (paired-end, 2 × 111 cycles) using the NovaSeq6000 device (Illumina Inc., USA) at IPK Gatersleben. A total of ~102 Gb paired-end reads were generated. After filtering, ~87 Gb Hi-C read pairs were used for scaffolding.

### Genome assembly and Hi-C scaffolding

A total of ~53 Gb of PacBio HiFi reads (~59.5× coverage) of *Cha. luteum* were assembled into contigs using hifiasm (v0.19.3-r572; default)^74^. Contig statistics were calculated with Quast (v2.3)^75^, and gene content completeness was evaluated with Benchmarking Universal Single-Copy Orthologs (BUSCO) (v4.1.2; dataset: liliopsida_odb10, E-value = 0.001)^76^. An initial 1.56-Gb primary assembly of *Cha. luteum* genome was constructed with a BUSCO completeness of 95.6% (Supplementary Table 1). The unexpectedly large assembly size and the high score of duplicated BUSCOs (68.0%) suggested the presence of notable heterozygosity in the primary contigs. To join the residual heterozygous contains, purge_dups (v 1.2.5; default)^77^ was used to identify and remove duplicated sequence segments in the primary assembly, resulting in a reduction of duplicated BUSCOs to 10.6% (Supplementary Table 1). The Arima Genomics mapping pipeline (https://github.com/ArimaGenomics/mapping_pipeline) was used to process the Hi-C data, including read mapping to the contigs, read filtering, read pairing, and PCR duplicate removal, and scaffolding was performed using YaHS (v1.2a.2; -e GATC --no-contig-ec)^78^. Hi-C contact maps and manual curation were accomplished by the bash scripts provided (https://github.com/c-zhou/yahs) and visualized using Juicebox (https://github.com/aidenlab/Juicebox).

### Gene-based synteny analysis

The genome of *Chi. japonica* was re-annotated by mapping the clean RNA-seq data (EMBL ENA PRJEB58123) generated from our previous study^31^. For genome-directed transcriptome assembly, the RNA-seq datasets generated in this study from fruits (~7 Gb), leaves (~13 Gb), and roots (~13 Gb) of *Cha. luteum* (EMBL ENA PRJEB82608), were aligned to the assembled scaffolds using HISAT2 (v2.2.1, default parameters)^79^, and then processed to produce gene feature annotation with StringTie (v2.1.1, default parameters)^80^. Two sets of non-redundant transcripts from *Chi. japonica* and *Cha. luteum* were generated using gffread (v0.12.6)^81^. TransDecoder (v5.5.0)^82^ was used to annotate coding regions in transcripts. BRAKER3 pipeline was used to improve the annotation accuracy of protein-coding genes^83^.

To find the links of conserved single-copy proteins between the *Chi. japonica* and *Cha. luteum* genomes, a Python script was developed as follows. First, the translated protein sequences of *Chi. japonica* were aligned to those of *Cha. luteum* via blastp (v2.5.0, default). Second, alignments with an identity of <90% and an alignment length of <150 aa were treated as noisy alignments and were filtered out. Third, only when a sequence showed similarity to a single gene in the other genome were considered as conserved single-copy proteins. Finally, the genomic positions of the syntenic single-copy proteins were extracted from the gff3 files to create the links between the two genomes. NGenomeSyn (v1.41)^84^ was used to visualize the genome synteny.

### Transcriptome-based identification of kinetochore protein genes

The clean RNA-seq datasets from various tissues of *Cha. luteum* were de novo assembled using Trinity 2.4.0^82,85^ with default parameters. In addition, the genome-directed assembled transcriptome of *Cha. luteum* as described above was also applied for downstream analyses. Putative coding regions were first identified by TransDecoder (v5.5.0)^82^ with a minimum protein length of 100 as a threshold.

Trinity-made transcriptome assembly of *Chi. japonica* was obtained from our previous study^31^. The RNA-seq data and genome assembly used in the study were applied here for genome-directed transcriptome assembly using HISAT2 (v2.2.1, default)^79^ followed by StringTie (v2.1.1, default)^80^, as described above. De novo transcriptome assembly in *H. orientalis* was constructed using RNA-seq data downloaded from Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra; SRR28160651 and SRR28160654).

Protein sequence databases for these species were constructed by translating predicted open reading frames from de novo and genome-directed transcriptome assemblies generated using Trinity (all three species) and StringTie (*Chi. japonica* and *Cha. luteum)*, respectively. The analysis was done using two types of sequence data; gene annotation models predicted in genome assemblies based on RNA-seq data and transcriptome assemblies.

Kinetochore protein sequences were first identified in *P. dactylifera* using BLASTp searches in the GenBank protein database, guided by sequences from previous studies^19,37,86,87^. These identified sequences were then used to search for homologs in the three Melanthiaceae species. The sequences of kinetochore proteins translated from de novo and genome-derived transcriptome assemblies matched well. Since the genome-derived assemblies were coupled with detailed information about the gene structures, we used these for further analyses. In a few cases, the gene structures had to be manually corrected by reassembling the RNA-seq reads assigned to specific loci and using the programs est2genome^88^ and genewise^89^ for the gene annotations.

### Reverse transcription polymerase chain reaction (RT-PCR)

Total RNA was extracted from roots and young leaves of *Cha. luteum* using the Spectrum™ Plant Total RNA-Kit (Sigma-Aldrich). RNA samples were mixed and treated with DNase using the on-column DNA removal protocol (RNase-Free DNase I Kit, Norgen Biotek). cDNA was synthesized with RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) using oligo(dT) primer. PCR amplification was performed using gene-specific primers (Clu_NSL1_F1:5’- CGACGGGAAATGGGAGG-3’; Clu_NSL1_R1:5’- CAAATAAAATTTCGAACAAGTCTGCT-3’; Clu_Borealin_F1:5’-GGGTATTCCTCAGCTCAAAGA-3’; Clu_Borealin_F1:5’-GCCTCCAAGTTATCGTCCTT-3’, Tm = 55 °C) with GoTaq DNA Polymerase (Promega) following the manufacturer’s instructions. PCR products were size-verified on 1 % agarose gels, and purified amplicons were Sanger sequenced by Eurofins (Germany).

### Phylogenetic analysis

The CENH3 protein sequences of *Cha. luteum* and the other species derived from the NCBI GenBank (Supplementary Table 6) were aligned using the ClustalW algorithm implemented in MEGA X by default setting^90,91^. The maximum-likelihood tree was constructed via IQ-Tree web server (http://iqtree.cibiv.univie.ac.at/)^92^ and visualized using Interactive Tree Of Life (iTOL, http://itol.embl.de/)^93,94^.

### Antibody production

The synthesized peptides of *Cha. luteum* CENH3 (ClCENH3: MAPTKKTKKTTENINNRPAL-C) were used for the immunization of rabbits to generate polyclonal antibodies. The peptide synthesis, immunization, and antibody purification were performed by LifeTein (www.lifetein.com, USA).

### Indirect immunostaining

Mitotic chromosomes and interphase nuclei were prepared from root meristems. Roots were pretreated in ice-cold water overnight and fixed in 4% paraformaldehyde in Tris buffer (10 mM Tris, 10 mM EDTA, 100 mM NaCl, 0.1% Triton X-100, pH 7.5) for 5 min on ice under vacuum treatment, followed by another 25–30 min solely on ice. Root meristems were then chopped in lysis buffer LB01 (15 mM Tris, 2 mM Na_2_EDTA, 0.5 mM spermine, 80 mM KCl, 20 mM NaCl, 15 mM β-mercaptoethanol, and 0.1 % (v/v) Triton X-100)^95^, the cell suspension was filtered through a 50-μm CellTrics filter (Sysmex-Partec) and subsequently centrifuged onto slides using a Cytospin3 (Shandon, Germany) at 700 rpm (×55.32 g) for 5 min. The chromosome spreads were blocked in 3% BSA in 1× phosphate-buffered saline (PBS) at room temperature (RT) for 1 h and incubated with primary antibodies in 1% BSA/ 1× PBS at 4 °C overnight. After three washes in 1× PBS at RT for 5 min each, secondary antibodies in 1% BSA/ 1× PBS were applied, followed by an incubation at 37 °C for 1 h. After three washes, the slides were dehydrated in 70-90-100% ethanol series for 3 min each and counterstained with 10 µg/ml 4’,6-diamidino-2-phenylindoline (DAPI) in Vectashield antifade medium (Vector Laboratories, USA). For immunodetection of microtubules, root pretreatment with ice-cold water was omitted, and the Tris buffer and 1× PBS mentioned above were substituted by 1× MTSB buffer (50 mM PIPES, 5 mM MgSO_4_, and 5 mM EGTA, pH 7.2).

The primary antibodies used in this study included customized rabbit anti-*Cha. luteum* CENH3 (dilution 1:500), rabbit anti-*Chi. japonica* MIS12 (dilution 1:100)^31^, rabbit anti-*Chi. japonica* NDC80 (dilution 1:100)^31^, and rabbit anti-*Cuscuta europaea* KNL1 (dilution 1:500 or 1:1000)^19^, as well as the commercially available mouse anti-alpha-tubulin (Sigma-Aldrich, USA, cat. no. T9026-2, dilution 1:300), rabbit anti-histone H3K4me2 (abcam, UK, cat. no. ab7766, dilution 1:300), mouse anti-histone H3K9me2 (abcam, UK, cat. no. ab1220, dilution 1:300), mouse anti-histone H3S10ph (abcam, UK, cat. no. ab14955, dilution 1:1000), rat anti-histone H3S28ph (Sigma-Aldrich, USA, cat. no. H9908, dilution 1:1000), rabbit anti-H3T3ph (Sigma-Aldrich, USA, cat. no. 07-424, dilution 1:1000), and rabbit anti-H2AT120ph (Active Motif, USA, cat. no. 61196, dilution 1:500).

The anti-rabbit rhodamine (Jackson ImmunoResearch, USA, cat. no. 111-295-144, dilution 1:300), anti-rabbit Alexa488 (Jackson ImmunoResearch, USA, cat. no. 711-545-152, dilution 1:300), anti-mouse Alexa488 (Jackson ImmunoResearch, USA, cat. no. 715-546-151, dilution 1:300), and anti-rat Alexa488 (Jackson ImmunoResearch, USA, cat. no. 112-545-167, dilution 1:300) were used as secondary antibodies.

### Repeatome analysis

The low-coverage genome skimming dataset of *Cha. luteum* was generated in this study, and those of *Chi. japonica* (ERR10639507, EMBL ENA, https://www.ebi.ac.uk/ena/)^31^ and *H. umbellata* (SRR15208642, NCBI SRA, https://www.ncbi.nlm.nih.gov/sra/)^96^ were publicly available. Genomic PE reads were assessed by FastQC^97^ implanted in the RepeatExplorer pipeline (https://repeatexplorer-elixir.cerit-sc.cz/galaxy/) and filtered by quality with 95% of bases equal to or above the cut-off value of 10. Qualified PE reads of *Cha. luteum* equivalent to 0.5× genome coverage were applied to analyze repetitive elements by a graph-based clustering method using RepeatExplorer^98–100^. The automatic annotation of repeat clusters was manually inspected and revised if necessary, followed by a recalculation of the genome proportion of each repeat type. The comparative clustering analysis was performed based on one million PE reads from each of the three species.

### Chromatin immunoprecipitation (ChIP) sequencing

The CENH3-ChIP experiment was performed with minor modifications as described by Kuo et al.^31^. 0.65 g of *Cha. luteum* flower and 1.0 g of *Secale cereale* (inbred line Lo7) leaf tissue were ground with liquid nitrogen and homogenized separately in 10 ml nuclei isolation buffer (1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 60 mM HEPES pH 8.0, 5 mM EDTA, 0.6% Triton X-100, 0.4 mM PMSF, 1 µM pepstatin A, cOmplete protease inhibitor cocktail (Roche)). Nuclei fixation was performed in 1% PFA/ nuclei isolation buffer at RT, 12 rpm for 10 min and terminated by adding glycine to a final concentration of 130 mM. The nuclei suspension was filtered through Miracloth (Millipore) twice and a 50-µm CellTrics filter (Sysmex) once and centrifuged at 4 °C, 3,000 ×g for 10 min. The nuclei pellet was resuspended in 1 ml extraction buffer (0.25 M sucrose, 10 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 1% Triton X-100, 1 mM EDTA, 5 mM β-mercaptoethanol, 0.1 mM PMSF, 1 µM pepstatin A, cOmplete protease inhibitor cocktail), followed by centrifugation at 4 °C, 12,000*g* for 10 min. After removing the supernatant, nuclei were resuspended in 150 µl of nuclei lysis buffer (20 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 1 µM pepstatin A, cOmplete protease inhibitor cocktail). Chromatins were sonicated for 14 cycles of 30 s ON, 30 s OFF at high power in a Bioruptor (Diagenode), followed by an addition of 100 µl ChIP dilution buffer (16.7 mM Tris-HCl pH 8.0, 167 mM NaCl, 1.1% Triton X-100, 1 mM EDTA, cOmplete protease inhibitor cocktail), and continued sonication to a total of 31 cycles under the same setting. The sonicated samples were diluted 10 times with ChIP dilution buffer, centrifuged at 4 °C, 13,000*g* for 5 min, and the supernatant of each sample was transferred to new tubes. To dilute the high proportion of the putative *Cha. luteum* centromeric repeat, sonicated chromatin *of Cha. luteum* and *S. cereale* were mixed in a 1:3 ratio. The mixed chromatins were incubated with the ClCENH3 antibody (10 mg/ml) to a final 1:500 dilution at 4 °C by shaking at 14 rpm for 12 h. Dynabeads^TM^ Protein A (Invitrogen) in ChIP dilution buffer, corresponding to 0.1× volume of the chromatin solution, was added to the antibody-prebound chromatins and incubated at 4 °C by shaking at 14 rpm for 1.5 h. The collected beads were then washed twice in low salt buffer (150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0), followed by three washes in high salt buffer (500 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0), and another two washes in TE buffer at 4 °C by shaking at 14 rpm for 5 min. The bead-bound chromatin was purified by using iPure kit v2 (Diagenode) following the manual and quantified using Qubit^TM^ dsDNA HS Assay kit (Invitrogen). ChIPseq libraries were prepared by NEBNEXT^®^ Ultra^TM^ II DNA Library Prep Kit for Illumina (New England Biolabs) and sequenced using NovaSeq 6000 system (Illumina) by Novogene (UK) in the paired-end run (2×150 bp).

For histone mark ChIP, chromatin was isolated from 0.33 g of *Cha. luteum* flowers following the same nuclei isolation and sonication procedure described above. Antibodies H3K9me2 (ab1220, abcam) and H3K4me2 (ab7766, abcam) were added to a final dilution of 1:100. The subsequent immunoprecipitation, washing, DNA purification, and library preparation steps were performed as described for the CENH3-ChIP. The sequencing using DNBSEQ system was performed by BGI (China).

### ChIP-seq data analysis

To evaluate the enrichment of repeats associated with CENH3-containing nucleosomes, single-end reads of CENH3-ChIP-seq and input-seq were quality filtered using the tool “Processing of FASTQ reads” (Galaxy Version 1.0.0.3), implemented in the Galaxy-based RepeatExplorer portal (https://repeatexplorer-elixir.cerit-sc.cz/galaxy/). ChIP-Seq Mapper (Galaxy version 1.1.1.4) (Neumann et al.^5^) was used to map the ChIP- and input-seq reads on RepeatExplorer-derived contig sequences of repeat clusters. To analyze the size and position of *Cha. luteum* centromeres and histone modification patterns, the paired-end reads of ChIP- and input-seq were quality-filtered by Trimmmomatic (Galaxy Version 0.39)^101^ and the resulting reads were mapped to the *Cha. luteum* genome assembly using Bowtie2 (Galaxy Version 2.5.3)^102^ with default parameters. No filtering to remove multimapping reads was applied; therefore, all analyses include both uniquely and multimapping reads. Peak calling (--broad −887400000) was performed with MACS (v3.0.0)^103^. The deeptools bamCompare function (Galaxy Version 3.5.4)^104^ was used to generate the normalized ChIP-seq signal track as the average log2-ratio of ChIP over input read counts in genome-wide 1 kb windows. Visualization of chromosome regions with multiple tracks were plotted with pyGenomeTracks (Galaxy version 3.8)^105^.

### ATAC sequencing and data analysis

Fresh leaves of *Cha. luteum* were finely chopped using a razor blade in 1 ml of nuclei isolation buffer (0.25 M sucrose, 10 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 1% Trion X-100, 5 mM β-mercaptoethanol) supplemented with 1× Halt™ Protease Inhibitor Cocktail (Thermo Scientific), and the slurry was filtered through a 50-µm cell strainer. The resulting nuclei were washed twice and resuspended with the same nuclei isolation buffer. An aliquot was analyzed using a flow cytometer for quality control and quantification. Based on the quantification, a volume containing approximately 75,000 nuclei was aliquoted, and the nuclei pellet was collected by centrifugation.

The nuclei pellet was resuspended in a transposition reaction mix containing Tagment DNA Enzyme (TDE1, Illumina, 20034197), 0.4× PBS, 0.01% digitonin, and 0.1% Tween-20, and incubated at 37 °C for 30 min. Transposition products were purified using the MinElute PCR Purification Kit (QIAGEN, 28004). Libraries were amplified with the NEBNext® High-Fidelity 2× PCR Master Mix (NEB, M0541), and further purified using VAHTS^TM^ DNA Clean Beads (Vazyme, N411). The final libraries were sequenced in paired-end mode (2× 151 cycles) on the Illumina NovaSeq 6000 (Illumina Inc., USA).

Sequencing reads were adapter-trimmed using fastp (v0.20.0)^106^ and aligned to the reference genome with BWA-MEM (v0.7.17)^107^. SAMtools (v1.16.1)^108^ was used to remove duplicate and multi-mapping reads (-q 30), followed by peak calling (-q 0.01) with MACS (v3.0.0)^103^. For visualization, BAM files containing uniquely mapped reads were converted to BigWig format using deepTools bamCoverage (v3.5.1)^104^, with Reads Per Kilobase per Million mapped reads (RPKM) normalization.

### Preparation of fluorescence in situ hybridization (FISH) probes

The consensus sequences of satellite repeats reconstructed by TAREAN (TAndem REpeat ANalyzer)^109^ were used to design fluorescence-modified oligonucleotides which were synthesized by Eurofins (Germany). The clone pAtT4^110^ was used as the probe to detect *Arabidopsis*-type telomeres. Plasmid DNA was labeled with ATTO550-dUTP using Fluorescent Nick Translation Labeling kits (Jena Bioscience, Germany).

The chromosome 2-specific oligo painting probes were designed based on the genome assembly of *Chi. japonica*^31^ using the software Chorus2^111^. The predicted *Chionographis*-based oligos which matched the genome of *Cha. luteum* were all included in the synthesized myTags Immortal Libraries (Daicel Arbor Biosciences, USA) to improve the probe transferability to *Cha. lutuem*. Oligo pools were labeled with fluorophores ATTO-594, Alexa 488, or Alexa 647 following the myTags Immortal Labeling Protocol (Daicel Arbor Biosciences, USA, https://arborbiosci.com/wp-content/uploads/2022/05/DaicelArborBio_myTags_Labeling_Protocol_v2-2.pdf).

### Chromosome preparation and FISH

Mitotic chromosome spreads were prepared from root meristems using a dropping method^31^. Roots were pretreated in ice-cold water overnight, fixed in 3:1 (ethanol: glacial acetic acid) fixative at RT, overnight and kept in 70% ethanol at -20 °C until use. Fixed roots were digested in an enzyme mixture (0.7 % cellulose Onozuka R10 (Duchefa Biochemie, The Netherlands, cat. no. C8001), 0.7 % Cellulase (Calbiochem, USA, cat. no. 219466), and 1.0 % pectolyase (Sigma, USA, cat. no. 45-P3026)) in citric buffer (0.01 M sodium citrate dihydrate and 0.01 M citric acid) at 37 °C for 30–40 min. Cell suspension in the 3:1 fixative was dropped onto slides on a hot plate at 55 °C, and slides were further fixed in 3:1 fixative for 1 min, air-dried, and kept at 4 °C for later use.

To prepare meiotic chromosomes, inflorescences of *Chi. japonica* and *Cha. luteum* were fixed as described above for roots. Anthers were digested at 37 °C for 70-80 min in an enzyme mixture (0.23 % cellulose Onozuka R10 (Duchefa Biochemie, The Netherlands, cat. no. C8001), 0.23 % Cellulase (Calbiochem, USA, cat. no. 219466), 0.33 % pectolyase (Sigma, USA, cat. no. 45-P3026), and 0.33 % cytohelicase (Sigma, USA, cat. no. C8247)). Meiotic spreads were prepared by a typical squash method^112^. FISH mapping was performed as described in ref. ^35^. For oligo- FISH, the hybridization mixture containing 10% dextran sulfate, 50% formamide, 2× SSC, and 500–1000 ng of each labeled oligo pool was used, and the hybridization at 37 °C was extended to 36–48 h.

### Microscopy and image analysis

Widefield fluorescence images were captured using an epifluorescence microscope BX61 (Olympus) equipped with a CCD camera (Orca ER, Hamamatsu, Japan) and pseudo-colored by the Adobe Photoshop 6.0 software. To analyze the chromatin and centromere ultrastructures at the super-resolution level, we applied spatial structured illumination microscopy (3D-SIM) using a 63 × /1.40 Oil Plan-Apochromat objective of an Elyra 7 microscope system (Carl Zeiss GmbH, Germany). Image stacks were captured separately for each fluorochrome using 405, 488, and 561 nm laser lines for excitation and appropriate emission filters^113^. Maximum intensity projections from image stacks were calculated using the ZENBlack software (Carl Zeiss GmbH, Germany). Zoom-in sections were presented as single slices to indicate the subnuclear chromatin structures at the super-resolution level. 3D rendering to produce spatial animations was done based on 3D-SIM image stacks using the Imaris 9.7 (Bitplane, UK) software. The tool ‘Colocalization’ of the same software was applied to determine the CENH3 amount colocalizing to the *Chama* repeats based on voxel intensities. For it, the colocalization calculation threshold was automatically determined at *P* = 1.000. Based on this, the percentage of the CENH3 volume above the threshold colocalizing to the *Chama* volume was calculated per interphase nucleus.

### Transmission electron microscopy (TEM)

For electron microscopic analysis, root tip cuttings were used for microwave-assisted fixation in 2.0% (v/v) glutaraldehyde and 2.0% (v/v) paraformaldehyde in 0.05 M cacodylate buffer (pH 7.3), dehydration with acetone, and embedding in Spurr’s resin. Ultra-thin sections (70 nm) were cut with a Leica microtome Ultracut S (Leica Microsystems, Wetzlar, Germany), and mounted on 70 mesh copper TEM grids. Prior to ultrastructure analysis at 120 kV in a Tecnai Sphera G2 transmission electron microscope (ThermoFisher Scientific, Eindhoven, Netherlands), sections were contrasted in a Leica EM AC 20 automatic contrasting device with homemade 2% uranyl acetate for 30 min, followed by a 90-second incubation in Leica Ultrastain 2 containing 3% Reynolds’ lead citrate.

### Statistics and reproducibility

No statistical method was used to predetermine the sample size, no data were excluded from the analyses, the experiments were not randomized, and the investigators were not blinded to allocation during the experiments and during outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The whole-genome sequencing and RNA-seq datasets generated for this study can be found at EMBL-ENA under the project IDs PRJEB82607 and PRJEB82608, respectively. The datasets of CENH3-ChIP-seq (Project ID: PRJNA1201173, accession GSE285103, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE285103), histone mark ChIP-seq (ArrayExpress accession E-MTAB-16192, https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-16192), and ATAC-seq (Project ID: PRJNA1201177, accession GSE285102, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE285102) were deposited in the NCBI GEO or EMBL-EBI Annotare database. The gene annotation, syntenic genes, and sequences of oligo-FISH painting probes and proteins are available in Zenodo (https://zenodo.org/records/15182433). Source data are provided with this paper.

## Code availability

The Python scripts for genome and synteny analyses are available in BitBuckket (https://bitbucket.org/ipk-csf/chamaelirium2chiographis/).

# Supplementary material for: Kinetochore mutations and histone phosphorylation pattern changes accompany holo- and macro-monocentromere evolution
**Source:** Nat Commun. 2025 Dec 20;16:11332. doi: 10.1038/s41467-025-67524-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information

Kinetochore mutations and histone phosphorylation pattern changes accompany holo- and macro-monocentromere evolution

Yi-Tzu Kuo, Pavel Neumann, Jianyong Chen, Jörg Fuchs, Veit Schubert, Katrin Kumke, Mariela Analia Sader, Michael Melzer, Zihao Zhu, Axel Himmelbach, Heiko Hentrich, Jiří Macas, Andreas Houben

Supplementary Table 1 Genome assembly of *Cha. luteum*

Statistics of genome assembly	Primary assembly	Assembly after purge_dups
# contigs	4,087	649
Largest contig	19,839,389	19,839,389
Total length	1,556,940,134	744,551,200
N50	1,631,558	2,111,717
N75	663,828	1,228,881
L50	192	87
L75	564	205
GC (%)	40.51	41.13
Complete BUSCOs	3094 (95.6%)	3001 (92.7%)
Complete and single-copy BUSCOs	895 (27.7%)	2657 (82.1%)
Complete and duplicated BUSCOs	2199 (68.0%)	344 (10.6%)
Fragmented BUSCO	106 (3.3%)	126 (3.9%)
Missing BUSCO	36 (1.1%)	109 (3.4%)
Total BUSCO groups searched	3,236	3,236

* The BUSCO dataset: liliopsida_odb10

Supplementary Table 2 Hi-C scaffolding and CENH3-ChIPseq determined centromere position and size on the top 22 scaffolds of *Cha. luteum*

Scaffold	Scaffold size (bp)	Start of centromere	End of centromere	Centromere size (bp)
Clu_scaffold_1	68,265,395	27,141,008	42,438,856	15,297,848
Clu_scaffold_2	65,513,375	-	-	-
Clu_scaffold_3	60,524,292	14,379,053	25,678,443	11,299,390
Clu_scaffold_4	60,505,644	23,695,211	35,424,698	11,729,487
Clu_scaffold_5	56,158,475	15,525,124	26,162,203	10,637,079
Clu_scaffold_6	47,624,097	-	-	-
Clu_scaffold_7	43,992,422	-	-	-
Clu_scaffold_8	40,609,926	-	-	-
Clu_scaffold_9	39,688,115	-	-	-
Clu_scaffold_10	31,882,672	964,644	13,258,378	12,293,734
Clu_scaffold_11	31,274,261	-	-	-
Clu_scaffold_12	24,971,802	356,741	9,961,965	9,605,224
Clu_scaffold_13	24,787,866	-	-	-
Clu_scaffold_14	22,080,910	-	-	-
Clu_scaffold_15	16,898,067	-	-	-
Clu_scaffold_16	14,908,028	-	-	-
Clu_scaffold_17	14,449,349	2,024,067	13,887,568	11,863,501
Clu_scaffold_18	13,038,212	-	-	-
Clu_scaffold_19	12,504,476	-	-	-
Clu_scaffold_20	11,731,529	661,293	10,240,432	9,579,139
Clu_scaffold_21	11,184,362	-	-	-
Clu_scaffold_22	10,419,296	-	-	-

Supplementary Table 3 Repetitive composition of the *Cha. luteum* genome analyzed using RepeatExplorer

Repeat	Genome proportion (%)
Mobile element_Class I_LTR_Ty1 Copia_Ale	2.36
Mobile element_Class I_LTR_Ty1 Copia_Angela	5.00
Mobile element_Class I_LTR_Ty1 Copia_Bianca	0.79
Mobile element_Class I_LTR_Ty1 Copia_Ikeros	0.18
Mobile element_Class I_LTR_Ty1 Copia_TAR	0.20
Mobile element_Class I_LTR_Ty1 Copia_Tork	0.37
Total Ty1 Copia	8.90
Mobile element_Class I_LTR_Ty3 Gypsy_non-chromovirus_Athila	3.77
Mobile element_Class I_LTR_Ty3 Gypsy_non-chromovirus_Ogre	0.85
Mobile element_Class I_LTR_Ty3 Gypsy_non-chromovirus_Retand	5.05
Mobile element_Class I_LTR_Ty3 Gypsy_chromovirus_CRM	1.20
Mobile element_Class I_LTR_Ty3 Gypsy_chromovirus_Tekay	1.32
Mobile element_Class I_LTR_Ty3 Gypsy_chromovirus_Tcn1	0.01
Total Ty3 Gypsy	12.20
Mobile element_Class I_LTR_unclassified	0.77
Mobile element_Class I_LINE	0.80
Mobile element_Class I_Other Class I	0.06
Mobile element_Class II_DNA transposone_TIR_EnSpm CACTA	0.28
Mobile element_Class II_DNA transposone_TIR_hAT	1.51
Mobile element_Class II_DNA transposone_TIR_Ivana	0.09
Mobile element_Class II_DNA transposone_TIR_MuDR Mutator	0.08
Mobile element_Class II_DNA transposone_TIR_PIF Harbinger	0.22
Total DNA transposon	2.18
Tandem repeat_Satellite DNA	12.12
Tandem repeat_rDNA	1.58
Unclassified	10.13
Total repeat	48.74

Supplementary Table 4 Percentage of CENH3 signal colocalizing with *Chama* repeats measured in 16 *Cha. luteum* root interphase nuclei

Nucleus	Percentage of CENH3
1	50.8
2	65.2
3	63.4
4	72.2
5	61.0
6	73.0
7	52.5
8	56.7
9	71.7
10	61.9
11	51.3
12	57.4
13	66.4
14	76.0
15	72.2
16	63.8
**Mean**	**59.5**
**SD**	**8.45**

Supplementary Table 5 Sequence IDs of the analyzed kinetochore proteins in the gene annotation of *Cha. luteum* and *Chi. japonica*

Proteins	<i>Cha. luteum</i>	<i>Chi. japonica</i>
CENH3	CENH3_Clu_15996.1	CENH3_Chio_7125.1
CENPC	CENPC_Clu_10533	CENPC_Chio_20041.1
	CENPC_Clu_13870.1	CENPC_Chio_23169.1
CENPS	CENPS_Clu_19862.1	CENPS_Chio_6306.1
CENPX	CENPX_Clu_19625.1	CENPX_Chio_6588.1
CENPO	CENPO_Clu_114.1	CENPO_Chio_17369.1
	CENPO_Clu_5032.1	
KNL1	KNL1_Clu_scaffold_5_32848252-32785769.m1	KNL1_Chio_7565.1
		KNL1_Chio_7566.1
		KNL1_Chio_7578.1
		KNL1_Chio_chr12_43561683-43529121.m1
ZWINT1	ZWINT1_Clu_12306.1	ZWINT1_Chio_21569.1
DSN1	DSN1_Clu_12403.1	DSN1_Chio_21647.1
MIS12	MIS12_Clu_9836.1	MIS12_Chio_288.1
NNF1	NNF1_Clu_23982.1	NNF1_Chio_18329.1
NSL1	NSL1_Clu_14614.1	NSL1_Chio_8932.1
	NSL1_Clu_14619.1	
NDC80	NDC80_Clu_11375.1	NDC80_Chio_1734.1
NUF2	NUF2_Clu_22765.1	NUF2_Chio_16151.1
SPC24	SPC24_Clu_6787	SPC24_Chio_4726.1
SPC25	SPC25_Clu_21833.1	SPC25_Chio_12421.1
KNL2	missing	Chio_scaffold_281_255016-245535.m1.p1
		Chio_scaffold_281_255016-245535.m2.p1
		Chio_scaffold_281_255006-252017.m1.p1
		Chio_scaffold_281_255006-252017.m2.p1
NASP	NASP_Clu_8365.1	NASP_Chio_24891.1
		NASP_Chio_24922.1
BMF1	BMF1_Clu_2773.1	BMF1_Chio_13305.1
BMF2	BMF2_Clu_21187.1	BMF2_Chio_19299.1
BMF3	BMF3_Clu_17198.m1	BMF3_Chio_6970.1

BUB3-1/2	BUB3-1_Clu_10898.m1	BUB3_Chio_24588.1
BUB3-3	BUB3-3_Clu_3346	BUB3_Chio_14034.1
MAD1	MAD1_Clu_22666.1	MAD1_Chio_11528.1
MAD2	MAD2_Clu_22531.1	MAD2_Chio_11701.1
MPS1	MPS1_Clu_16746.1	MPS1_Chio_7400.1
AURORA	AURORA_Clu_13708.1	AURORA_Chio_2371.1
	AURORA_Clu_5979.1	AURORA_Chio_22982.1-fs
	AURORA_Clu_3267.1	AURORA_Chio_8142.1
	AURORA_Clu_15903.1	AURORA_Chio_13947.1
BOREALIN	BOREALIN_Clu_4901.1	BOREALIN_Chio_20124.1
INCENP	INCENP_Clu_5148m1	INCENP_Chio_19841.1
SURVIVIN	SURVIVIN_Clu_scaffold_10_19259032-19260258.m1	SURVIVIN_Chio_14439.1

---

*Genome assembly and gene annotation are available at Zenodo [<https://zenodo.org/records/15182433>].

Supplementary Table 6 NCBI accession numbers and sources of CENH3 and H3 protein sequences

Plant histone CENH3/ H3	NCBI accession number or source
<i>Chamaelirium luteum</i> CENH3	current study
<i>Chionographis japonica</i> CENH3	(Kuo et al., 2023) ¹
<i>Arabidopsis thaliana</i> H3	AAA32809
<i>Oryza sativa</i> H3	ADI87407
<i>Aegilops tauschii</i>	AKM28569
<i>Allium cepa</i>	BAL45432
<i>Allium sativum</i>	BAL45430
<i>Allium tuberosum</i>	BAL45431
<i>Apostasia shenzhenica</i>	PKA51165
<i>Arabidopsis lyrata</i>	AAT96392
<i>Arabidopsis thaliana</i>	AAL86775
<i>Brassica nigra</i>	ACZ04978
<i>Brassica rapa</i>	NP 001288957
<i>Carex caryophylllea</i>	QGW49120
<i>Carex humilis</i>	QGW49119
<i>Cucumis sativus</i>	XP 011659153
<i>Cucurbita moschata</i>	XP 022959605
<i>Cuscuta campestris</i> A	QGY64362
<i>Cuscuta campestris</i> B	QGY64361
<i>Cuscuta europaea</i> 1A	QGY64356
<i>Cuscuta europaea</i> 2	QGY64360
<i>Cyperus fuscus</i>	QGW49108
<i>Cyperus textilis</i>	QGW49107
<i>Daucus glochidiatus</i>	AID21731
<i>Daucus pusillus</i>	AID21730
<i>Elaeis guineensis</i> X1	XP 019708718
<i>Elaeis guineensis</i> X2	XP 010931498
<i>Luzula elegans</i> 1	AOR06534
<i>Luzula elegans</i> 2	AOR06535
<i>Luzula nivea</i>	ADM18965
<i>Musa acuminata</i>	AKI32604
<i>Musa balbisiana</i>	AMH40810
<i>Nicotiana glauca</i>	NP 001289496
<i>Nicotiana glauca</i>	NP 001289450
<i>Oryza alta</i>	ACX30889
<i>Oryza australiensis</i>	ACX30893
<i>Phalaenopsis equestris</i> X1	XP 020572267
<i>Phalaenopsis equestris</i> X2	XP 020572268
<i>Phoenix dactylifera</i>	XP 008792454
<i>Prionium serratum</i>	Baez et al., 2020
<i>Raphanus sativus</i>	BAF49733
<i>Rhynchospora pubera</i> 1	ALF04639
<i>Rhynchospora pubera</i> 2	ALF04640
<i>Secale sylvestre</i> alpha	AUN88454
<i>Secale sylvestre</i> beta	AUN88469
<i>Solanum lycopersicum</i>	XP 010326926
<i>Solanum tuberosum</i>	XP 006339687

<i>Triticum aestivum</i>	AEH95350
<i>Vitis vinifera</i> 1	XP 010661899
<i>Vitis vinifera</i> 2	XP 002281073
<i>Zea mays</i>	NP 001105520

---

chromosome-wide CENH3-immunosignals at the two peripheries of metaphase chromosomes (magenta). (C) Flowering *Heloniopsis orientalis* has monocentric chromosomes with a typical primary constriction (arrows). Chromosomes were counterstained with DAPI. (D) Phylogenetic tree of mono- and eudicot CENH3 proteins. CENH3 of monocentric *Cha. luteum* grouped with the CENH3 of holocentric *Chi. japonica*. Histone H3 of *Arabidopsis thaliana* and *Oryza sativa* was used as an outgroup. (E) Amino acid sequence alignment of CENH3s from *Cha. luteum* and *Chi. japonica*. The peptide sequence used for the generation of the *Cha. luteum*-specific anti-CENH3 antibody is indicated with a black line. At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns.

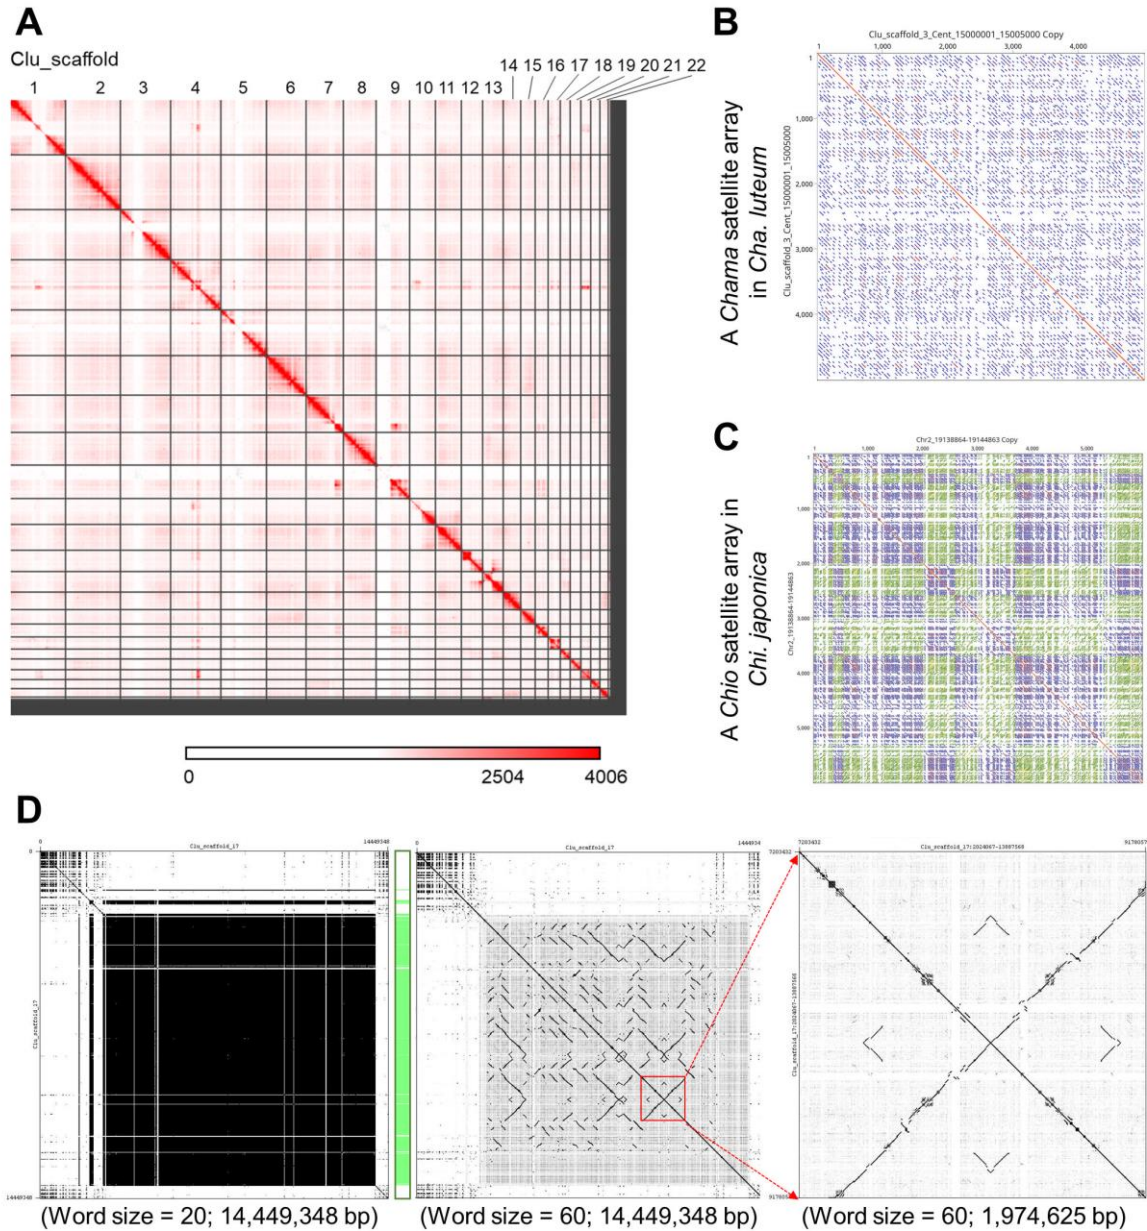

Supplementary Fig. 2 Hi-C map of *Cha. luteum* and contrasting centromere array organization in *Cha. luteum* and *Chi. japonica*. (A) Hi-C scaffolding of *Cha. luteum* contigs result in 22 scaffolds longer than 10 Mb (10–68 Mb) (Supplementary Table 2). The color bar represents the contact frequencies, which are indicated by the number of links at a 5-Mb resolution. (B) The centromeric *Chama* monomers in *Cha. luteum* are arranged in the same orientation in a ~5-kb satellite repeat array, while (C) in *Chi. japonica*, the orientation in a ~6-kb centromeric *Chio* satellite array is different. Blue and green lines represent forward- and reverse-strand similarity, respectively. Red lines indicate regions of 100% sequence identity. (D) Dotplot analysis of Clu_scaffold_17. Under the relaxed condition (word size 20), *Chama* arrays appear highly homogeneous (left). Under the strict condition (word size 60, matching the 60-

bp *Chama* monomer), the analysis reveals the presence of higher-order repeat structure (middle). The green bar indicates the distribution of *Chama* repeats. Furthermore, many *Chama* arrays maintain a consistent orientation across several hundred kilobases (middle), with some extending over regions larger than 1 Mb (right). The large-scale dotplot analysis was performed using Gepard v. 2.1 ².

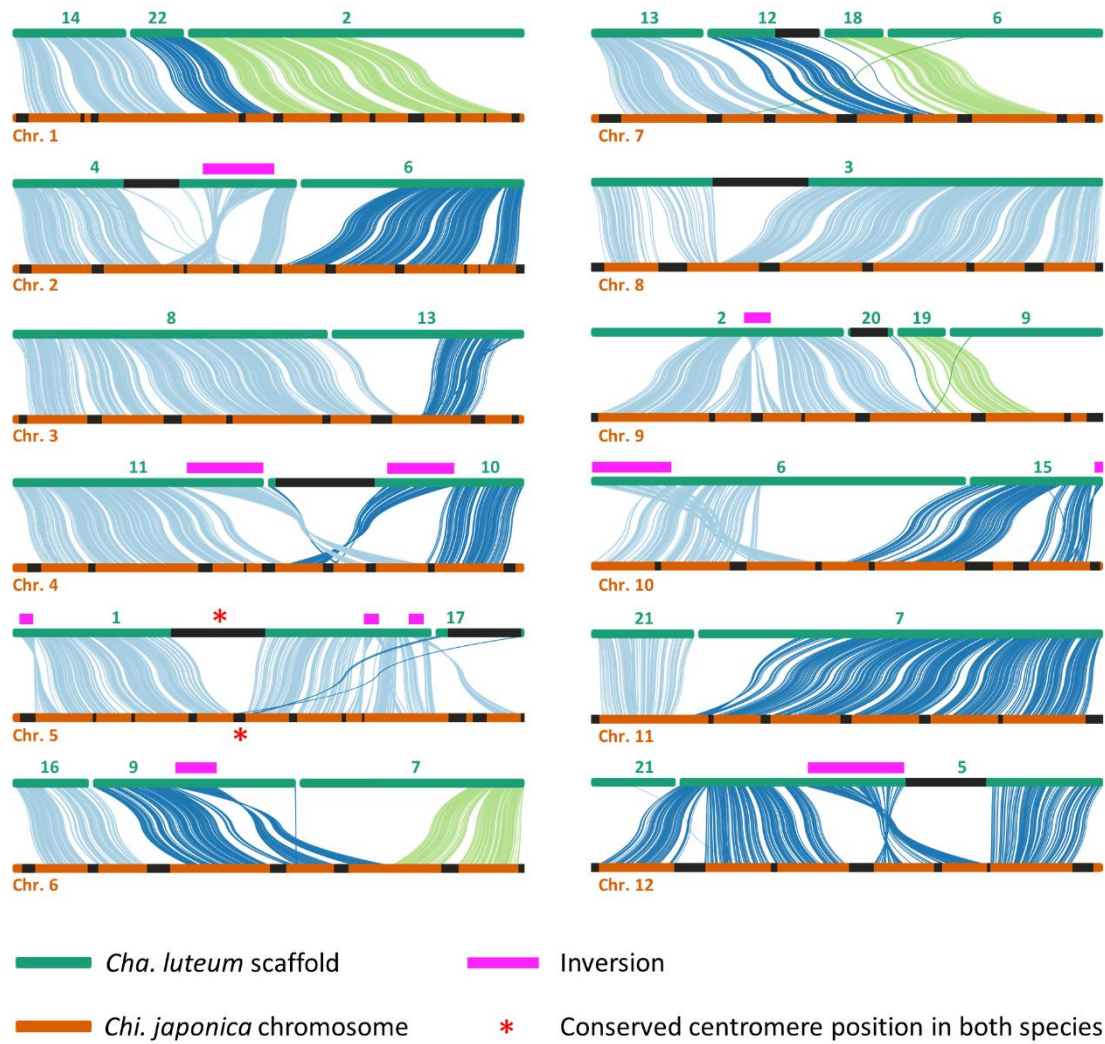

Supplementary Fig. 3 Holocentric *Chi. japonica* and monocentric *Cha. luteum* share broad-scale genome synteny, except for their centromeres. Visualization of syntenic orthologs of coding genes in the assembled top 22 scaffolds of *Cha. luteum* (green) and the 12 chromosome-level pseudomolecules of *Chi. japonica* (orange). The chromosome-level arrangement of orthologs between scaffold 3 of *Cha. luteum* and chromosome 8 of *Chi. japonica* is identical. In addition to chromosome-sized syntenic regions, 11 large-scale inversions (magenta lines) and four inter-chromosomal translocations (scaffolds 2, 6, 7, and 13 of *Cha. luteum*) were identified. The conserved centromere positions in both species are marked by asterisks.

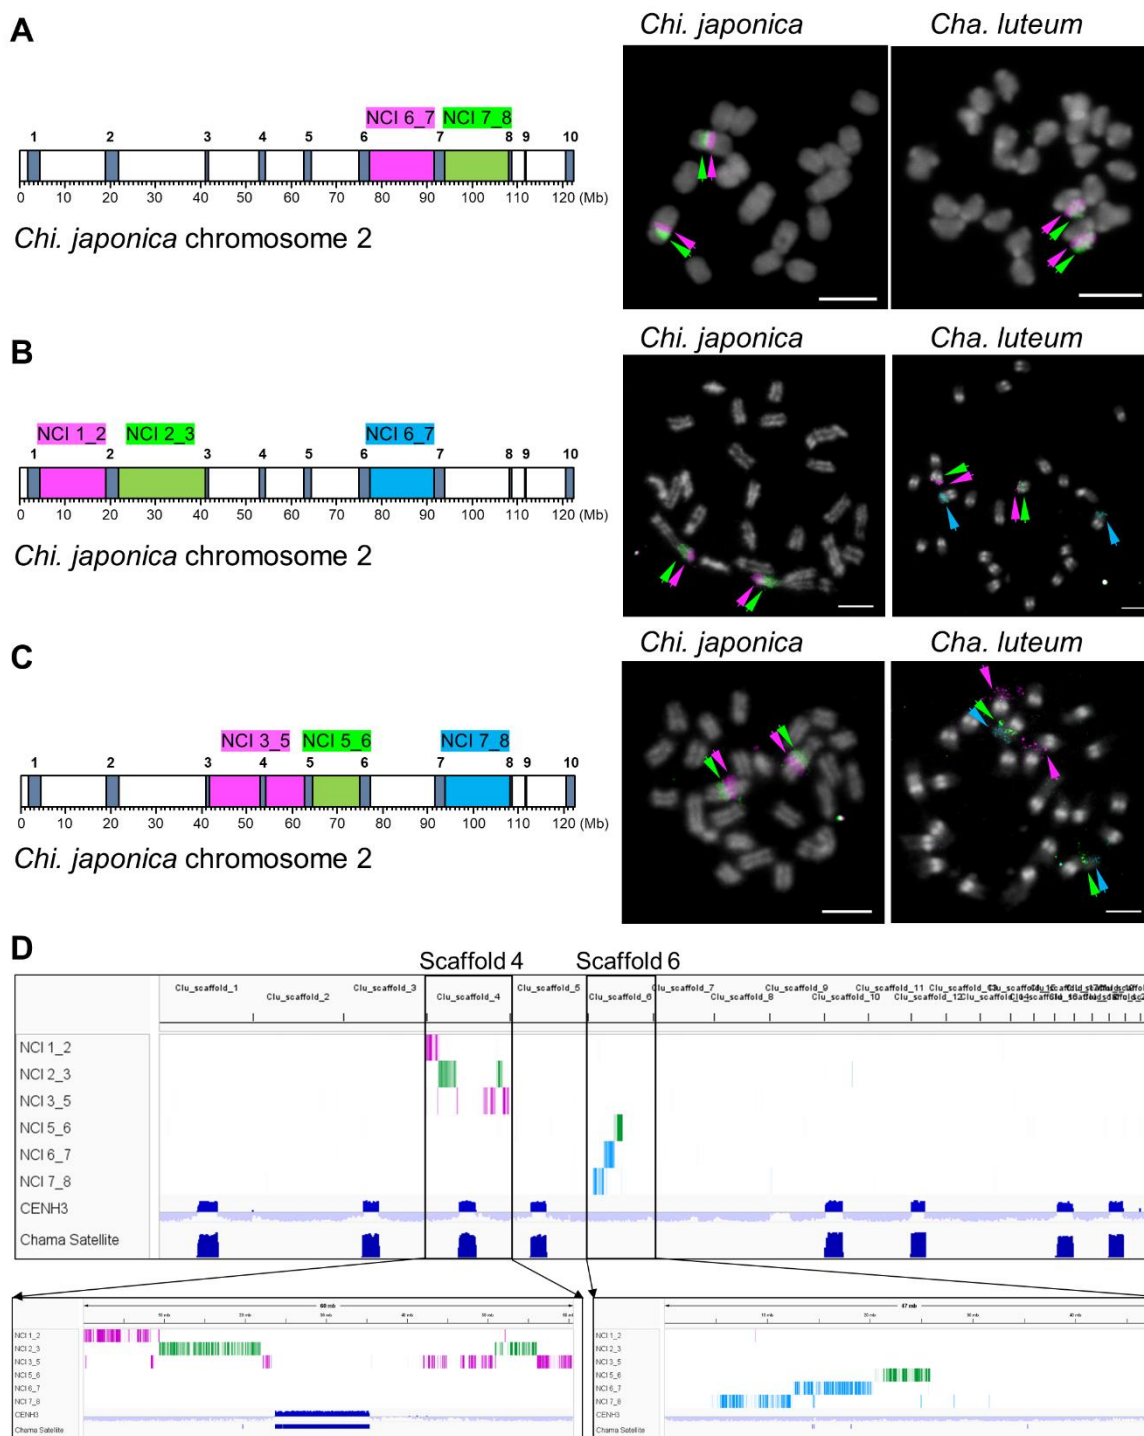

Supplementary Fig. 4 Comparative FISH mapping of the *Chi. japonica* chromosome 2-specific oligo-FISH probes on mitotic chromosomes of *Chi. japonica* and *Cha. luteum*. (A) Application of the multicolor non-centromeric interval (NCI)-specific oligo-FISH painting probes NCI 6_7 (magenta) and NCI 7_8 (green). (B) Application of the oligo painting probes NCI 1_2 (magenta), NCI 2_3 (green), and NCI 6_7 (blue). (C) Application of the oligo painting probes NCI 3_5 (magenta), NCI 5_6 (green), and NCI 7_8 (blue). Schemata show the chromosomal position and color of the probes along

Chi. japonica chromosome 2. Colored arrows indicate the signals of the corresponding probes shown in the schemata. (D) *In silico* mapping of the six *Chi. japonica* chromosome 2-specific oligo probes onto the scaffolds 4 and 6 of *Cha. luteum*, which correspond to the three chromosome arms of two *Cha. luteum* chromosome pairs. Chromosomes were counterstained with DAPI. Scale bars = 5 μ m. At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns.

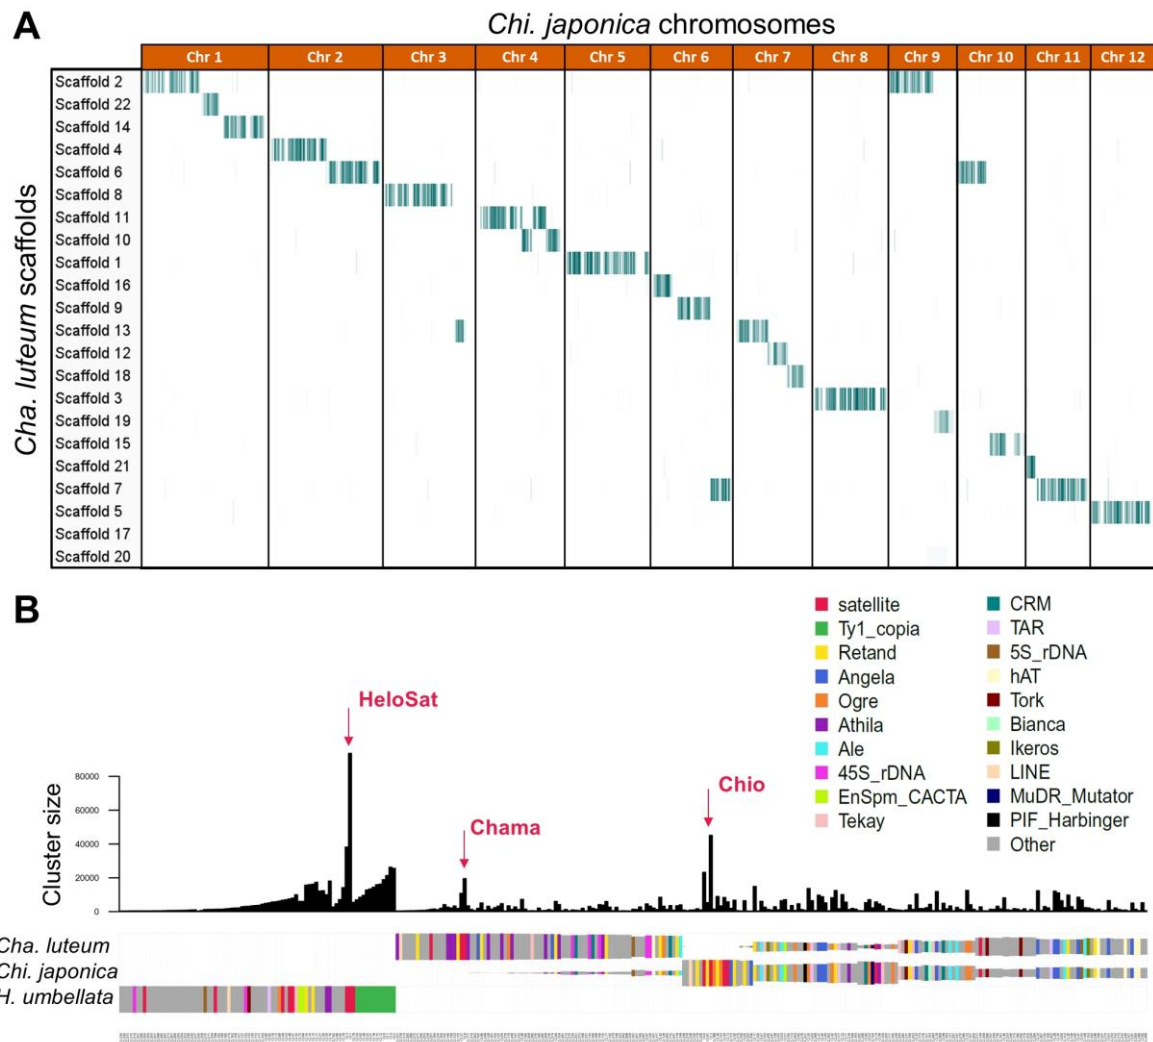

Supplementary Fig. 5 Comparative sequence analyses among Melanthiaceae species. (A) *In silico* comparative mapping of 12 *Chi. japonica*-based chromosome-wide oligo pools to the top 22 scaffolds of *Cha. luteum* confirmed high chromosomal collinearity between the two genomes and revealed no evidence of chromosome duplication. (B) Comparative repeat analysis using RepeatExplorer revealed no shared high-copy repeats between *Heloniopsis umbellata* and either *Cha. luteum* or *Chi. japonica*. Arrows indicate the position of the known, highly abundant satellite repeats *HeloSat*³, *Chama* (this study) and *Chio*¹. The bar plot represents the abundance of each cluster. The annotation of clusters is shown in different colors.

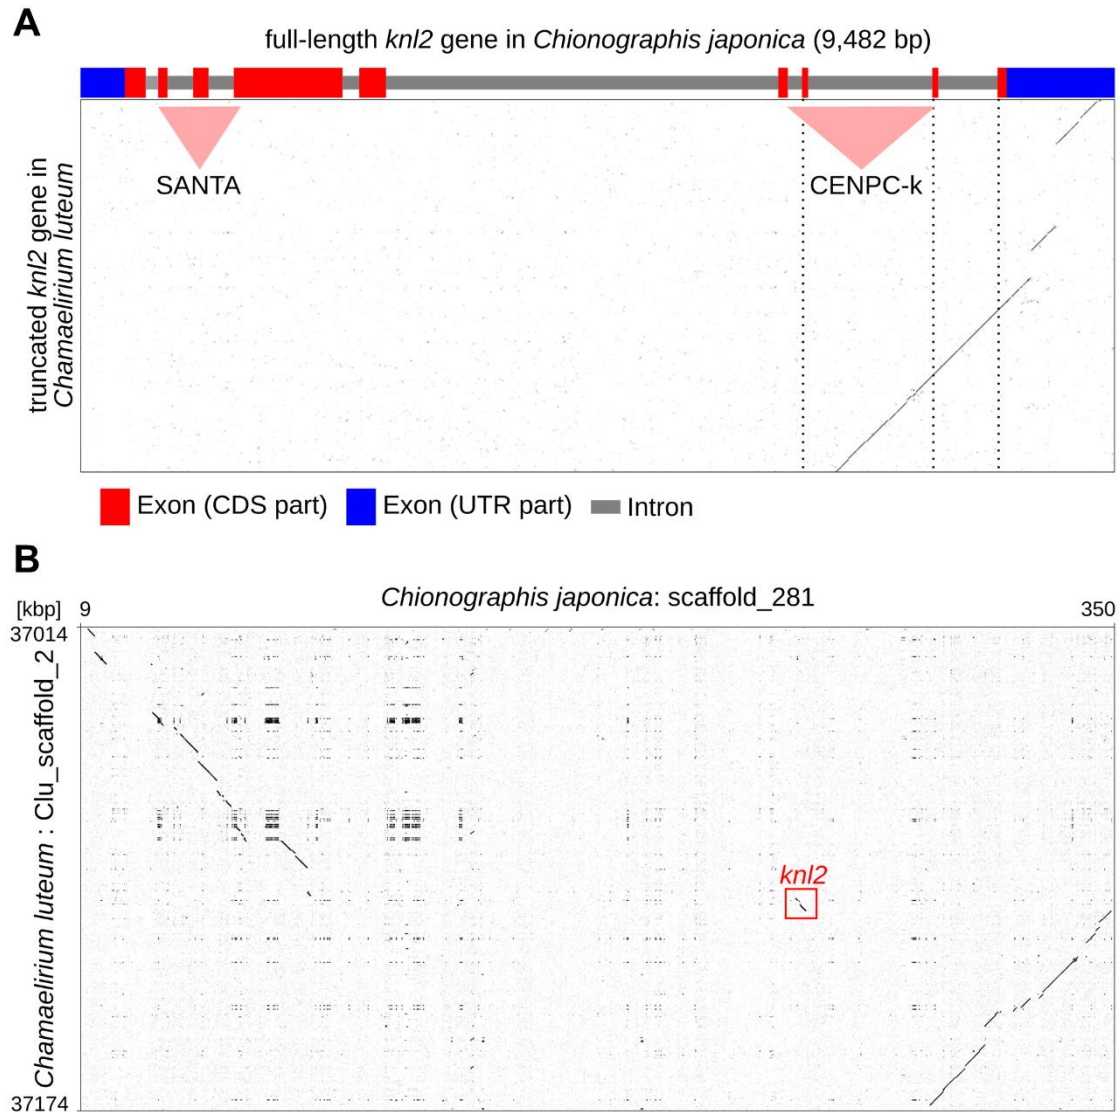

Supplementary Fig. 6 Loss of the *KNL2* gene in *Cha. luteum*. (A) A detailed dot plot comparison of the *KNL2* genes shows that most of the *KNL2* gene has been lost in *Cha. luteum*. Light red triangles mark the positions encoding the SANTA domain and the CENPC-k motif, indicating a complete loss of the SANTA-coding domain. Although a portion of the CENPC-k coding domain is retained in the truncated gene, it corresponds to the last nine amino acids at the C-terminus and could not be translated into a protein due to the absence of a start codon in the upstream region. (B) Dot plot comparison of orthologous loci between *Cha. luteum* and *Chi. japonica*. The position of the *KNL2* gene is marked by the red rectangle.

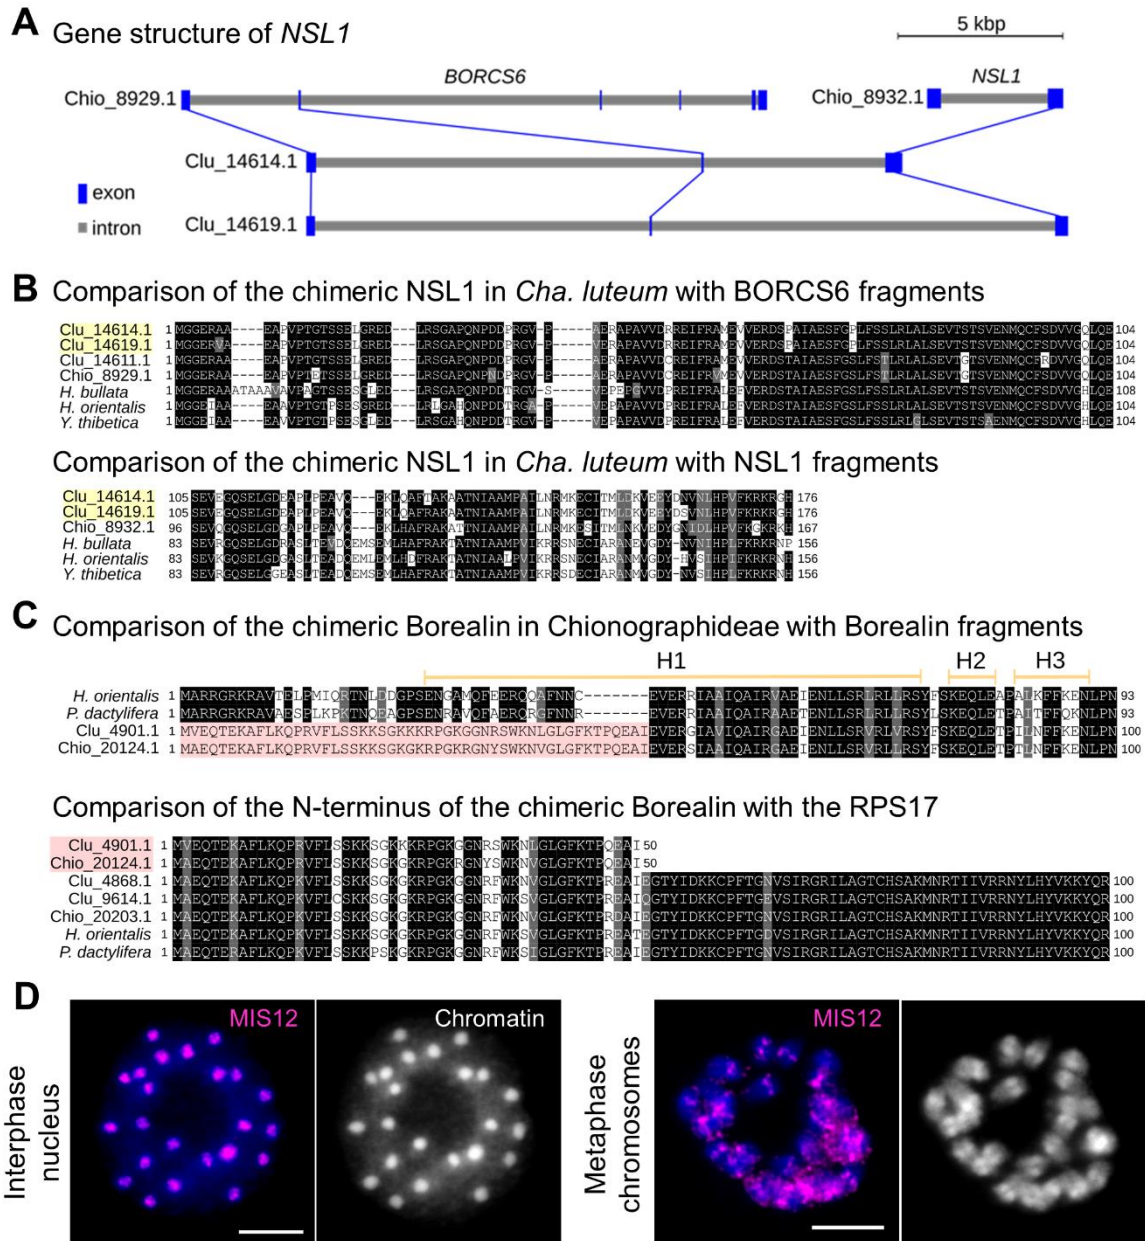

Supplementary Fig. 7 Chimeric origin of NSL1 in *Cha. luteum* and Borealin in both *Cha. luteum* and *Chi. japonica* and immunodetection of MIS12 in *Cha. luteum*. (A) In *Cha. luteum*, the *NSL1* gene has undergone significant changes through recombination with the *BORCS6* gene. The changes in these genes are shown by comparison with full-length homologous genes, *NSL1* (Chio_8932.1) and *BORCS6* (Chio_8929.1), identified in *Chi. japonica*. Note that *Cha. luteum* has two copies of the recombined *NSL1* gene (Clu_14614.1 and Clu_14619.1). (B) Comparison of the N- and C-termini of the chimeric NSL1 protein sequences in *Cha. luteum* with the corresponding parts of BORCS6 and NSL1 homologous proteins in *Chi. japonica* and three other Melanthiaceae species (*Helonias bullata*, *Heloniopsis orientalis*, and *Ypsilandra thibetica*). The recombinant NSL1 protein sequences in *Cha. luteum* are

highlighted in yellow. (C) The N-terminus of Borealin in both *Cha. luteum* and *Chi. japonica* is replaced by the N-terminal fragment of ribosomal protein S17 (RPS17). Alignments of the protein sequences at the N-termini of the recombinant Borealin proteins with the corresponding parts of the intact Borealin and RPS17 in *H. orientalis* and *Phoenix dactylifera*. (D) Recruitment of MIS12 to centromeres of *Cha. luteum* remains unaffected. Immunolabelling of MIS12 in an interphase nucleus and on metaphase chromosomes of *Cha. luteum* using the *Chi. japonica*-specific anti-MIS12 antibody. Chromatin was counterstained with DAPI. Scale bars = 5 μm . At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns.

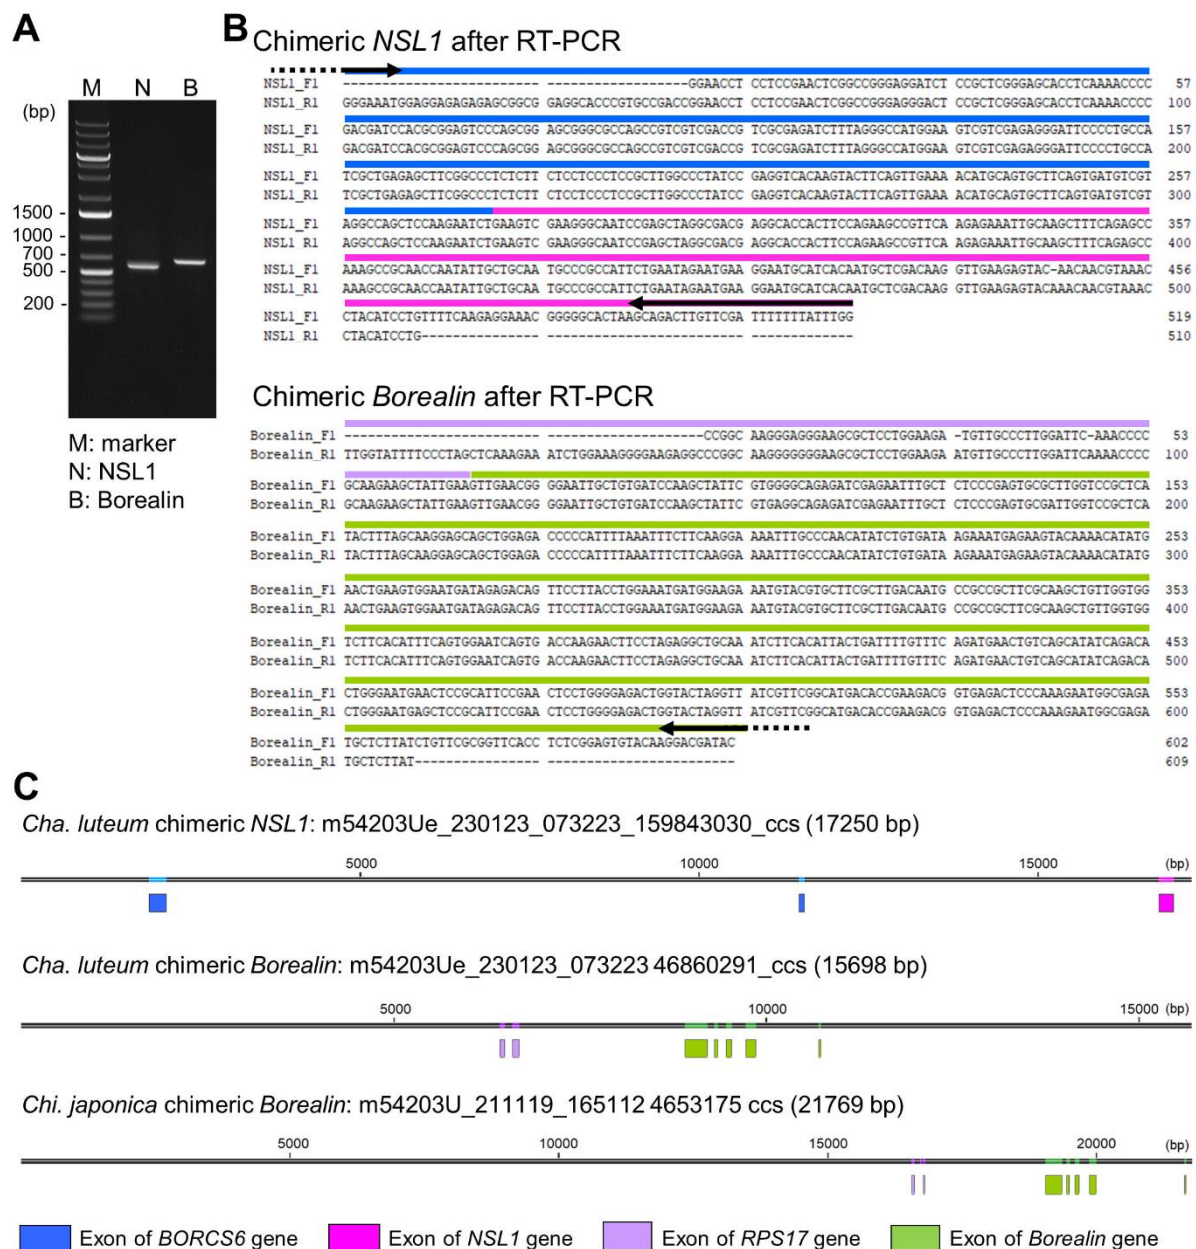

Supplementary Fig. 8 Verification of the chimeric *NSL1* and *Borealin* genes at the expression and genomic levels. (A) RT-PCR amplification of *NSL1* (565 bp) and *Borealin* (655 bp) from *Cha. luteum* produced fragments of the expected sizes based on transcriptome analysis. (B) Sanger sequence alignment of RT-PCR products confirmed the fusion junctions. Gene fragments are indicated by colored lines: *BORCS6* (blue), *NSL1* (magenta), *RPS17* (light purple), and *Borealin* (green). Black arrows represent the employed RT-PCR primers. (C) Full-length genomic structure of the chimeric *NSL1* and *Borealin* genes was captured in single PacBio reads from *Cha. luteum* and *Chi. japonica*, supporting their genuine chimeric origin.

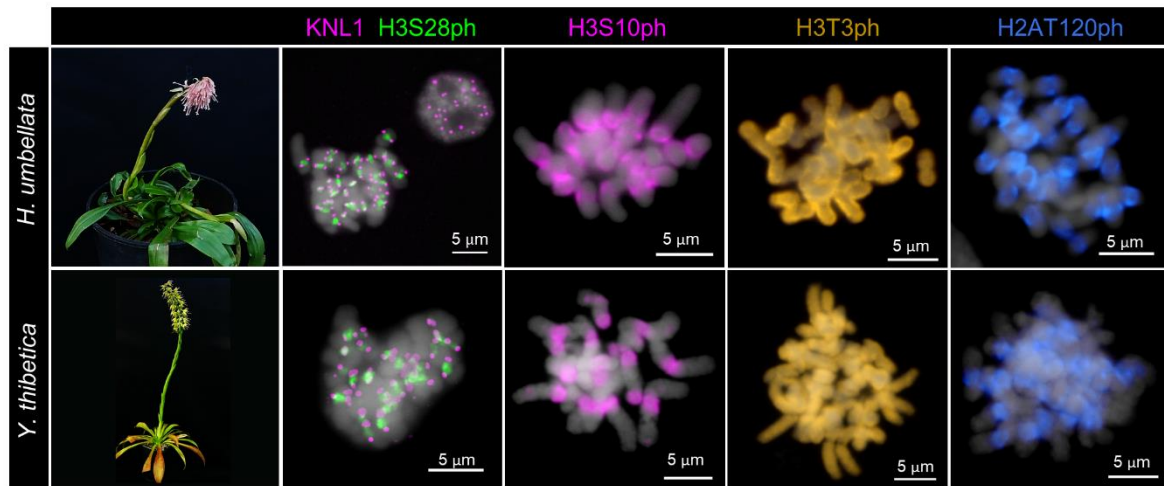

Supplementary Fig. 9 The Heloniadeae species possess monocentromeres with monocentric-typical histone phosphorylation patterns. Flowering *Heloniopsis umbellata* and *Ypsilandra thibetica* plants. Immunostaining of mitotic chromosomes using the kinetochore antibody KNL1 (magenta) and the cell cycle-dependent histone marks H3S28ph (green), H3S10ph (magenta), H3T3ph (yellow), and H2AT120ph (blue) in both species. Chromatin was counterstained with DAPI. At least two independent experiments were carried out to confirm the reproducibility of the labeling patterns.

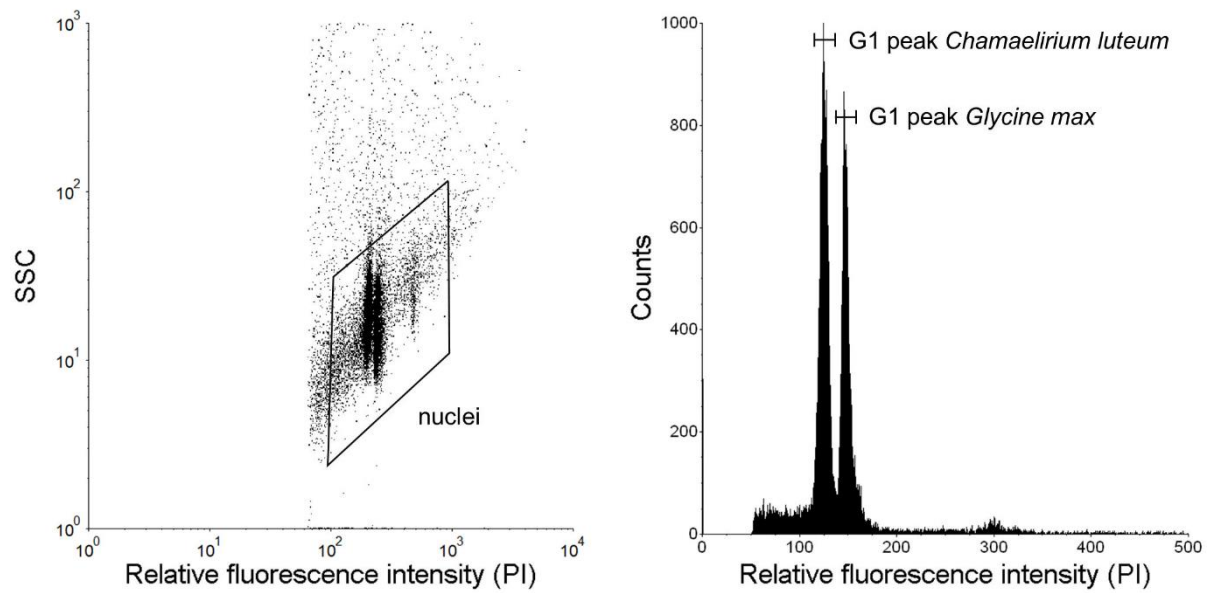

Supplementary Fig. 10 Gating strategy for genome size measurement of *Cha. luteum* using flow cytometry. Nuclei were separated from cellular debris by plotting the log-scale relative fluorescence intensity of the propidium iodide (PI) staining against the log-scale side scatter (SSC) signal using a green laser (532 nm) for excitation. The G1 peaks of *Cha. luteum* and the internal reference standard (*Glycine max*) were identified in the corresponding histogram displaying the lin-scale PI relative fluorescence intensity of the nuclear fraction.

Supplementary References

1. Kuo Y-T, *et al.* Holocentromeres can consist of merely a few megabase-sized satellite arrays. *Nat Commun* **14**, 3502 (2023).
2. Krumsiek J, Arnold R, Rattei T. Gepard: a rapid and sensitive tool for creating dotplots on genome scale. *Bioinformatics* **23**, 1026-1028 (2007).
3. Pellicer J, Fernandez P, Fay MF, Michalkova E, Leitch IJ. Genome Size Doubling Arises From the Differential Repetitive DNA Dynamics in the Genus *Heloniopsis* (Melanthiaceae). *Front Genet* **12**, 726211 (2021).

# Supplementary material for: Kinetochore mutations and histone phosphorylation pattern changes accompany holo- and macro-monocentromere evolution
**Source:** Nat Commun. 2025 Dec 20;16:11332. doi: 10.1038/s41467-025-67524-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: Immunostaining of CENH3 (magenta) and spindle microtubules (green) in metaphase chromosomes of *Cha. luteum*.

# Supplementary material for: Kinetochore mutations and histone phosphorylation pattern changes accompany holo- and macro-monocentromere evolution
**Source:** Nat Commun. 2025 Dec 20;16:11332. doi: 10.1038/s41467-025-67524-8
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☐ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Genome size measurement was performed using a Sysmex CyFlow Space flow cytometer (Sysmex-Partec, Germany). The Epifluorescence microscope BX61 (Olympus, Germany), Elyra PS.1 microscope (Carl Zeiss), and Transmission Electron Microscope Tecnai Sphera G2 120 kV (FEI) were used to take microscopic images. Sequencing was performed using the Pacific Biosciences Revio (HiFi CCS), NovaSeq6000 (Illumina Inc., USA), and DNBSAQ (BGI, China) device.
Data analysis	Genome size measurement: FloMax Operating and Analysis Software for Flow Cytometry Particle Analysing Systems, Version 2.82; The images analyzed were performed using the Zeiss ZENBlack (Carl Zeiss GmbH, Germany), Imaris 9.7 (Bitplane, UK), Adobe Photoshop 6.0 (Adobe), Image J softwares. Hifiasm Version v0.19.3-r572 (https://github.com/chhylp123/hifiasm) was used for genome assembly; Quast Version2.3 (https://github.com/ablab/quast) was used for contig statistics. BUSCO v4.1.2 was used to assess the genome assembly. purge_dups v 1.2.5 was used to identify and remove duplicated sequence segments in the primary assembly. The Arima Genomics mapping pipeline (https://github.com/ArimaGenomics/mapping_pipeline) was used to process the Hi-C data; YaHS (v1.2a.2) was used for scaffolding. Hi-C contact maps and manual curation were accomplished by the bash scripts provided (https://github.com/c-zhou/yahs) and visualized using Juicebox (https://github.com/aidenlab/Juicebox). HISAT2 (v2.2.1) and StringTie (v2.1.1), gffread (v0.12.6), TransDecoder (v5.5.0), and BRAKER3 pipeline were used for genome-directed transcriptome assembly and gene annotation. The Python scripts for genome and syntenic analyses are available in BitBucket (https://bitbucket.org/ipk-csf/chamaelirium2chiographis/). NGenomeSyn (v1.41) was used to visualize the genome syntenic. Trinity (v2.4.0) was used for de novo assembly of RNA-seq datasets; TransDecoder (v5.5.0) was used to identify putative coding regions. The est2genome (https://www.bioinformatics.nl/cgi-bin/emboss/est2genome) and genewise (https://www.ebi.ac.uk/jdispatcher/psa/genewise) were used for gene annotation in kinetochore analysis. Genome repetitive analysis was carried out using FastQC Galaxy Version 0.72, RepeatExplorer2 Galaxy Version 2.3.8.1, and TAREAN Galaxy Version 2.3.8.1 implemented in Galaxy server (https://repeatexplorer-elixir.cerit-sc.cz/galaxy/). ChIPseq datasets were analyzed using ChIP-Seq Mapper Galaxy Version 1.1.1.4 (https://repeatexplorer-elixir.cerit-sc.cz/galaxy/), Bowtie2 Galaxy Version 2.5.3 (https://galaxy.ipk-gatersleben.de/), MACS Version 3.0.1 (https://repeatexplorer-elixir.cerit-sc.cz/galaxy/).

github.com/mac3-project/MACS), and deeptools Galaxy Version 3.5.4. Genome browser tracks were produced using pyGenomeTracks Galaxy Version 3.8 (<https://github.com/deeptools/pyGenomeTracks>). ATAC-seq were analyzed using fastp (v0.20.0) for adapter trimming, BWA-MEM (v0.7.17) for genome alignment, SAMtools (v1.16.1) for removing duplicate and multiple-mapping reads, MACS (v3.0.0) and for peak calling, deepTools bamCoverage (v3.5.1) for converting BAM to BigWig format. Chorus2 Version 2.0.1 (<https://github.com/zhangtaolab/Chorus2>) was used for oligo probe design.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The whole-genome sequencing and RNA-seq datasets generated for this study can be found at EMBL-ENA under the project IDs PRJEB82607 and PRJEB82608, respectively. The datasets of ChIP-Seq (Project ID: PRJNA1201173, accession GSE285103) and ATAC-Seq (Project ID: PRJNA1201177, accession GSE285102) were deposited in the NCBI GEO database. The gene annotation, syntenic genes, and sequences of oligo-FISH painting probes and proteins are available in Zenodo (<https://zenodo.org/records/15182433>).

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We decided the sample size based on available literatures in the field, our own experience in previous studies, and requirement for corresponding protocols. The sample sizes used for all experiments provided sufficient resolving power.
Data exclusions	No data was excluded from the analysis.
Replication	The number of replications is indicated in the section Methods and Figure legends. For fluorescence in situ hybridization and immunostaining, at least two independent experiments were carried out to confirm the reproducibility of the labeling patterns.
Randomization	A randomization is not relevant for this study because no genotype or treatment were compared with each other. However, the tissues for cytogenetic and sequencing experiments were randomly collected from different plant individuals grown under the same condition in a greenhouse. Only for genome assembly, we used the HMW DNA from a single Chamaelirium luteum plant for long-read sequencing, to avoid problems due to the highly heterozygous genome of this species.
Blinding	All the experiments were performed without prior knowledge of the final outcome, and therefore blinding was not applied.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Customized antibodies:

rabbit anti-CICENH3 (current study)
 rabbit anti-Chi. japonica MIS12 (Kuo et al., 2023; <https://doi.org/10.1038/s41467-023-38922-7>)
 rabbit anti-Chi. japonica NDC80 (Kuo et al., 2023; <https://doi.org/10.1038/s41467-023-38922-7>)
 rabbit anti-Cuscuta europaea KNL1 (Neumann et al., 2023; <https://doi.org/10.1073/pnas.2300877120>)

Commercially available antibodies:

mouse anti-alpha-tubulin (Sigma-Aldrich, USA, cat. no. T9026-2, dilution 1:300)
 rabbit anti-histone H3K4me2 (abcam, UK, cat. no. ab7766, dilution 1:300)
 mouse anti-histone H3K9me2 (abcam, UK, cat. no. ab1220, dilution 1:200)
 mouse anti-histone H3S10ph (abcam, UK, cat. no. ab14955, dilution 1:1000)
 rat anti-histone H3S28ph (Sigma-Aldrich, USA, cat. no. H9908, dilution 1:1000)
 mouse anti-H3T3ph (Sigma-Aldrich, USA, cat. no. 07-424, dilution 1:1000)
 rabbit anti-H2AT120ph (Active Motif, USA, cat. no. 61196, dilution 1:500)
 anti-rabbit rhodamine (Jackson ImmunoResearch, USA, cat. no. 111-295-144, dilution 1:400)
 anti-rabbit Alexa488 (Jackson ImmunoResearch, USA, cat. no. 711-545-152, dilution 1:400)
 anti-mouse Alexa488 (Jackson ImmunoResearch, USA, cat. no. 715-546-151, dilution 1:400)
 anti-rat Alexa488 (Jackson ImmunoResearch, USA, cat. no. 112-545-167, dilution 1:400)

Validation

Validation by commercial providers:

mouse anti-alpha-tubulin (Sigma-Aldrich, USA, cat. no. T9026-2), https://www.sigmaaldrich.com/DE/de/product/sigma/t9026?gclid=EAlalQobChMlgZ3Z0_my_glVEepRCh2ZzAYvEAAAYASAAEgKmOfD_BwE&gclidsrc=aw.ds
 rabbit anti-histone H3K4me2 (abcam, UK, cat. no. ab7766), <https://www.abcam.com/products/primary-antibodies/histone-h3-di-methyl-k4-antibody-chip-grade-ab7766.html>
 mouse anti-histone H3K9me2 (abcam, UK, cat. no. ab1220), <https://www.abcam.com/products/primary-antibodies/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html>
 mouse anti-histone H3S10ph (abcam, UK, cat. no. ab14955), <https://www.abcam.com/products/primary-antibodies/histone-h3-phospho-s10-antibody-mabcam-14955-ab14955.html>
 rat anti-histone H3S28ph (Sigma-Aldrich, USA, cat. no. H9908), <https://www.sigmaaldrich.com/DE/de/product/sigma/h9908>
 mouse anti-H3T3ph (Sigma-Aldrich, USA, cat. no. 07-424), https://www.merckmillipore.com/DE/de/product/Anti-phospho-Histone-H3-Thr3-Antibody,MM_NF-07-424?ReferrerURL=https%3A%2F%2Fwww.google.com%2F
 rabbit anti-H2AT120ph (Active Motif, USA, cat. no. 61196)
<https://www.activemotif.com/catalog/details/61195/histone-h2a-phospho-thr120-antibody-pab-1>
 anti-rabbit rhodamine (Jackson ImmunoResearch, USA, cat. no. 111-295-144), <https://www.jacksonimmuno.com/catalog/products/111-295-144>
 anti-rabbit Alexa488 (Jackson ImmunoResearch, USA, cat. no. 711-545-152), <https://www.jacksonimmuno.com/catalog/products/711-545-152>
 anti-mouse Alexa488 (Jackson ImmunoResearch, USA, cat. no. 715-546-151), <https://www.jacksonimmuno.com/catalog/products/715-546-151>
 anti-rat Alexa488 (Jackson ImmunoResearch, USA, cat. no. 112-545-167), <https://www.jacksonimmuno.com/catalog/products/112-545-167>

The customized peptide rabbit anti-CICENH3 antibodies generated by the company LifeTein were validated by peptide ELISA tests. The ELISA information is available upon request. The rabbit anti-Chi. japonica MIS12, rabbit anti-Chi. japonica NDC80, and rabbit anti-Cuscuta europaea KNL1 were validated in the corresponding published literature, and the tested species were included as positive control in the immunostaining experiments.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	Chamaelirium luteum (L.) A. Gray plants used in this study were provided by the Deutsche Homöopathie-Union (DHU), Germany, Chionographis japonica (Willd.) Maxim. plants were obtained from commercial nurseries in Japan, and the Helonias bullata L., Heloniopsis umbellata Baker, Heloniopsis orientalis var. breviscapa, and Ypsilandra tibetica Franch. species were purchased from British nurseries in the UK.
Novel plant genotypes	N/A
Authentication	N/A

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	The datasets of ChIP-Seq (Project ID: PRJNA1201173, accession GSE285103) were deposited in the NCBI GEO database.
Files in database submission	CENH3-ChIP and input datasets:<br>ClRyeCENH3_EKDL220010420-1A_H3NGMDSX5_L2_1.fq.gz<br>ClRyeCENH3_EKDL220010420-1A_H3NGMDSX5_L2_2.fq.gz ClRyeinput_EKDL220010419-1A_H3NM7DSX5_L1_1.fq.gz<br>ClRyeinput_EKDL220010419-1A_H3NM7DSX5_L1_2.fq.gz<br>ClRyeinput_EKDL220010419-1A_H5JCDSX5_L4_1.fq.gz<br>ClRyeinput_EKDL220010419-1A_H5JCDSX5_L4_2.fq.gz

CENH3_Input_1kb.bigwig

H3K4me2- and H3K9me2-ChIP and input datasets:

CLF-K4m2_L1_1.fq.gz

CLF-K4m2_L1_2.fq.gz

CLF-K9m2_L1_1.fq.gz

CLF-K9m2_L1_2.fq.gz

CLF-input_L1_1.fq.gz

CLF-input_L1_2.fq.gz

H3K9m2_input_1Kb.bigwig

H3K4m2_input_1Kb.bigwig

Genome browser session
(e.g. [UCSC](#))

No longer applicable

Methodology

Replicates	All CENH3-, H3K9me2- and H3K4me2-ChIPseq experiments were performed for one biological replicate.
Sequencing depth	For all CENH3-, H3K9me2- and H3K4me2-ChIPseq experiments, at least 6 Gb of paired-end 150 bp illumina raw reads were generated.
Antibodies	Chamaelirium luteum-specific rabbit anti-CENH3 antibody, the commercially available rabbit anti-histone H3K4me2 (abcam, UK, cat. no. ab7766), and mouse anti-histone H3K9me2 (abcam, UK, cat. no. ab12220).
Peak calling parameters	The aim of the ChIPseq experiment was to determine the centromere-associated DNA sequences by CENH3-ChIP and the large-scale genome organization by H3K9me2- and H3K4me2-ChIP. The paired-end reads of ChIP- and input-seq were quality-filtered by Trimmomatic (Galaxy Version 0.39) and the resulting reads were mapped to the Cha. luteum genome assembly using Bowtie2 (Galaxy Version 2.5.3) with default parameters. Peak calling (--broad -887400000) was performed by MACS (v3.0.1). The deeptools bamCompare (Galaxy Version 3.5.4) was used to generate ChIP-seq signal track as the average log2-ratio of ChIP over input read counts in genome-wide 1 kb windows. Visualization of chromosome regions with multiple tracks was plotted with pyGenomeTracks (Galaxy version 3.8).
Data quality	The CENH3-, H3K9me2-, and H3K4me2-ChIPseq patterns were consistent with our cytological observations, including the colocalization of CENH3-immuno and Chama-FISH signals, and the immunostaining patterns of H3K9me2 and H3K4me2.
Software	ChIPseq datasets were analyzed using ChIP-Seq Mapper Galaxy Version 1.1.1.4 (https://repeatexplorer-elixer.cerit-sc.cz/galaxy/), Bowtie2 Galaxy Version 2.5.3 (https://galaxy.ipk-gatersleben.de/), MACS Version 3.0.1 (https://github.com/macs3-project/MACS) and deeptools Galaxy Version 3.5.4. Genome browser tracks were produced using pyGenomeTracks Galaxy Version 3.8 (https://github.com/deeptools/pyGenomeTracks).

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Genome size measurement: Nuclei were isolated by manual chopping of young leaf tissue using a sharp razor blade in nuclei isolation buffer (CyStain PI Absolute P; Sysmex-Partec) and subsequent filtering through a 50 µm mesh (CellTrics, Sysmex-Partec).
Instrument	Genome size measurement: Sysmex CyFlow Space flow cytometer (Sysmex-Partec, Germany)
Software	Genome size measurement: FloMax Operating and Analysis Software for Flow Cytometry Particle Analysing Systems, Version 2.82
Cell population abundance	Genome size measurement: Based on the applied threshold setting (590LP) for the green laser (532 nm) the abundance of nuclei within the suspensions was above 70 %.
Gating strategy	Genome size measurement: Nuclei were separated from cellular debris by plotting the log-scale relative fluorescence intensity of the propidium iodide (PI) staining against the log-scale side scatter (SSC) signal using a green laser (532 nm) for excitation. The G1 peaks of Cha. luteum and the internal reference standard (Glycine max) were identified in the

corresponding histogram displaying the lin-scale PI relative fluorescence intensity of the nuclear fraction.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

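The data are 2 ATAC-seq libraries from fresh leaves of Cha. luteum, replicates 1 and 2 of 1 condition, each from about 75000 nuclei. The authors trimmed the reads with fastp 0.20.0, aligned them to their Cha. luteum assembly with BWA-MEM 0.7.17, removed duplicate and multi-mapping reads with SAMtools 1.16.1 (-q 30) and called peaks with MACS 3.0.0 at a q threshold of 0.01. The peaks were called per library and not pooled. The submitters' processing notes name fastp, BWA, SAMtools and deepTools; the signal tracks made with deepTools were not used here. The effective genome size, any shift or extension of the reads, a control and any filter on organelle reads are not given in the sources used here. Coordinates are those of the authors' scaffolds, counted from 1.

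Each deposited peak carries a start, an end and a summit. The deposited fold enrichment is a ratio of the fragments at the summit to the background that MACS modelled, and the deposited -log10 p and -log10 q belong to the summit; the lowest -log10 q is 2.00 in both libraries, which is the authors' threshold. The deposited score is 10 times the -log10 q, cut to a whole number. These values are the authors' and were used to describe, rank or filter peaks within a list.

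The number of reads per library is not in the peak lists. MACS computes the fold as (fragments + 1) / (background + 1) and the p-value from a Poisson distribution, so the number of fragments at the summit and the background were solved from both. A whole number of fragments gave back the deposited -log10 p within a relative error of 0.0001 for 100% of the peaks of both libraries. Whether the fragments are read pairs or extended single reads is not given in the sources used here. The genome-wide background was 3.38 fragments in replicate 1, held by 14.3% of the peaks, and 3.18 in replicate 2, held by 13.8%. The fewest fragments at a summit were 11 in both libraries, so a region with less signal is not listed.

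Scaffold lengths and the 8 centromere intervals were read from Supplementary Table 2. A peak was counted at its summit. Densities, window counts and ratios were computed in each library and then averaged, and the SD is that between the 2 libraries. An exact sign-flip test over only 2 libraries cannot reach a p under 0.05, so the scaffold was the unit of the exact sign-flip permutation tests (two-sided, on the difference of the densities) and of the exact permutation test between scaffolds with and without a centromere. Shifted intervals were drawn 100000 times per scaffold with circular shifts. The window test drew 1000 uniform placements over the full 1-Mb windows that do not touch a centromere. The segment poorest in summits was the stretch of at least 1 Mb, on a grid of 50 kb, with the highest Poisson log-likelihood ratio for a lower density. The p-values thus rest on the scaffolds of 1 assembly or on random placement along them, and none measures the spread between plants. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

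The regions named in the text follow a rule that was fixed, like the tests of the results and the alternatives, before the data were examined. The tests of technical explanations were set later, after the number of peaks on each scaffold had been seen. They are the 8 centromeres; scaffolds 3, 4, 6, 2, 7 and 13, which the paper names; the 3 windows of 1 Mb with the most and the 3 with the fewest summits; the 3 peaks of each library with the largest fold on the 22 scaffolds that overlap a peak of the other library; the longest stretch without a peak on each scaffold; the densest 100-kb window of each centromere; and the loci of KNL1 and SURVIVIN, for which Supplementary Table 5 gives coordinates, with peaks within 2 kb. The segment of scaffold 9, the sequences with a high background, and the comparisons of summit fragments and of centromere edges with the interior were chosen after values were seen.

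The measures were tested on simulated peak lists with the scaffold lengths and peak numbers of the 22 scaffolds. The simulated summits were placed uniformly, apart from the set depletion, and independently in each library. The real summits are clustered (variance of the window counts 5.64 times their mean), and the libraries share most peaks. The simulations thus check the computation and do not give the error rates of the tests on data like these. With a true density ratio of 0.1 in the centromeres, the mean estimate was 0.101 and both tests called it in 50 of 50 draws. With no depletion, the sign-flip test made 3 calls and the shift test 3 in 50 draws. With the density near the centromeres set to 0.5, the mean flank ratio was 0.502, called in 47 of 50 draws. A flank ratio near the measured 0.791 was not simulated.

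The alternatives were a stricter threshold (-log10 q of at least 5), only peaks that overlap a peak of the other library, overlap of at least 50% of both peaks, the midpoint in place of the summit, peaks less than 500 bp apart merged, centromere edges moved by 500 kb inward or outward, covered bases in place of peak numbers, windows of 500 kb, only scaffolds of at least 20 Mb, a flank of 5 Mb, and each library left out. Gene annotation and genome sequence were not used here, so peaks are given by position only.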

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

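The weighing of the 2 patterns below rests on tests set before their results were seen, but after the number of peaks on each scaffold was known. Added after were the peaks with a -log10 q of at least 20 and the uniform placement of summits inside centromeres. The shares of peaks at the genome-wide background and the comparison on the same 6 scaffolds were also added after.

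Peaks outside the 22 scaffolds of Supplementary Table 2, which the paper does not discuss, were 1.64% of all peaks, 643 in replicate 1 and 678 in replicate 2. Among the sequences that carry them, 13 had a median background over 5 times the genome-wide one in both libraries, with 122 peaks in replicate 1 and 118 in replicate 2. The median background of those peaks was 224 fragments in replicate 1 and 108 in replicate 2. It was 2.10 times higher in replicate 1 in the median sequence (range 1.44 to 2.39), where the genome-wide background differed 1.06-fold. The last peak on any of the 13 sequences ended at 122 kb.

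Fewer peaks lay inside the centromere intervals than on the arms. If peaks inside were merely weak and fell below the threshold, the weakest listed peaks were predicted to come close to equal densities. Among peaks with a -log10 q under 3 the ratio of inside to outside was 0.0962 ± 0.00272 (SD, n = 2 libraries), far from equal. Listed weak peaks were thus rare inside too. The ratio was lower among stronger peaks, at 0.0321 with a -log10 q of at least 5 and 0.00687 with at least 20, which is the direction that weak peaks inside would give. Regions below the threshold are not listed, so this test cannot decide and the threshold stays open as a cause. The removal of multi-mapping reads from the satellite arrays also stays open as a technical explanation. It would leave peaks only in the few places where reads map uniquely. The densest 5% of the 100-kb windows held 60.5% ± 2.28 of the summits inside, where uniform placement gave 32.2% on average and 36.0% at most, so the low share set as the opposite outcome was out of reach. Accessible islands in otherwise closed arrays may give the same concentration, so the loss of reads and a closed state of the arrays are not separated by this value. Of the peaks inside, 60.1% ± 3.02 stood over no more than the genome-wide background, against 13.7% ± 0.717 outside. Low accessibility gives this as well, so these shares do not separate them either. No biological explanation was tested, since both libraries are of 1 condition.

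Fewer peaks lay within 2 Mb of the centromere edges than farther out. With the edges moved outward by 500 kb the ratio was 0.893 ± 0.0189 (SD, n = 2), over the 6 scaffolds that then have both parts. It was 0.840 ± 0.0500 for the same 6 scaffolds with the edges as listed. Edges placed too far inward would give such a rise, but so would any density that rises with distance, so the rise does not separate them. Those 6 scaffolds leave out scaffold 17, and the ratio moved in the same way without scaffold 1 (0.837), while it was 0.749 at the lowest with another scaffold left out. The bound set for both tests, 0.8, lies close to the 0.791 measured with all scaffolds, so they carry little weight; both explanations stay open, and no biological explanation was tested.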

How the results depend on the processing

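No paired analysis was possible because the 2 libraries are of 1 condition. Under the alternatives fixed at the outset, no result changed direction. Every alternative run kept the centromere density ratio (0.0288 to 0.0935), the shifted intervals (observed over expected 0.0468 to 0.152), the scaffold 3 ratio (0.0231 to 0.115), the fold difference (-0.911 to -0.548) and the window dispersion (4.02 to 5.82) past their thresholds. Without scaffold 9, chosen after seeing the data, the dispersion was 4.37.

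The flank ratio, 0.791, no longer passed with the edges moved outward by 500 kb (0.893) and with only scaffolds of at least 20 Mb (0.840), which drops scaffold 17. It ranged from 0.760 to 0.822 with 1 library left out and passed only in replicate 1. In alternatives chosen after seeing the data it was 0.840 without scaffold 17 and 0.837 without scaffold 1, and neither passed. With 6 scaffolds the smallest p is 0.0312. With the edges as listed and scaffold 5, which went the other way, among the 6, it is 0.0625. The lost calls without scaffold 17 or scaffold 1 thus follow from the number of scaffolds.

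The arm density difference between scaffolds with and without a centromere, -8.06, passed with the edges moved inward by 500 kb (-12.0), only peaks shared by the libraries (-8.55) and only peaks with a -log10 q of at least 5 (-8.25). It ranged from -8.77 to -7.36 with 1 library left out and passed only in replicate 1. Without scaffold 9, chosen after seeing the data, it was -9.78 and passed. It was smaller and did not pass with the edges moved outward by 500 kb (-7.00), with peaks merged (-7.71) and with only scaffolds of at least 20 Mb (-3.93). The same held without scaffold 17 (-3.51), chosen after seeing the data. Edges moved inward add centromere sequence to the arms; for the others the cause was not tested.

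For values with no test, windows without a summit rose from 0.0818% to 0.402% with 500-kb windows. Library overlap, 80.0%, was 83.8% with a -log10 q of at least 5 and 73.3% with overlap of at least 50% of both peaks. The segment match, 97.9%, was 92.5% and 90.7% with the edges moved inward and outward, 94.4% with only shared peaks, 95.5% with a -log10 q of at least 5 and 98.4% with only scaffolds of at least 20 Mb. Peaks outside the 22 scaffolds, 1.64%, were 1.68% with only shared peaks, 1.69% with a -log10 q of at least 5 and 1.54% with merged peaks. Depth limits the lists to regions with at least 11 fragments at the summit.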

Differences from the paper's values

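The paper states no number for the ATAC-seq peaks. It describes accessible regions as evenly distributed outside the centromeres. At the scale of 1 Mb nearly every window outside the centromeres held a summit (0.0818% ± 0.116 of 611 windows did not; SD, n = 2 libraries). The number per window, however, varied more than under uniform placement, with a variance of 5.64 times the mean, and a segment of 15.7 Mb on scaffold 9, which Supplementary Table 2 lists without a centromere, had 6.59 summits per Mb. The dispersion stayed above uniform placement under all alternatives set before the data were examined.

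The average size of the 8 centromeres computed from Supplementary Table 2 was 11.5 Mb, which matches the paper's text. The 16 percentages listed in Supplementary Table 4 have a mean of 63.5 and an SD of 8.16, while the table prints a mean of 59.5 and an SD of 8.45.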

Other observations

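The tests on scaffold 9 were chosen only after its values were seen.

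At 1 end of scaffold 9, called peaks were far sparser than on the rest of the scaffold. The stretch that the poorest segments of both libraries share, from 150001 to 15850000, held 96 summits in replicate 1 and 111 in replicate 2, which is 6.59 ± 0.676 summits per Mb (SD, n = 2 libraries), against 65.5 ± 2.71 on the rest of the scaffold. The drop was abrupt. The first 15 windows of 1 Mb held 0.5 to 10.5 summits each and the last 23 windows 43.5 to 97. The log-likelihood ratio of the segment was 498, within the range of the 8 scaffolds with a centromere (86.8 to 713) and above the other 13 scaffolds (8.30 to 55.1). The paper does not report this segment, and Supplementary Table 2 lists no centromere on scaffold 9.

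For this segment a candidate explanation is an array like the 8 centromeres. The density of the segment as a whole, 6.59, lay above the 1.69 to 3.24 summits per Mb of the 8 whole centromeres in either library. Within 500 kb of the edges of those centromeres it was 7.19 ± 0.442. The comparison was set with the densities known, so it does not decide on such an array. Loss of multi-mapping reads in repeats also stays open. Of the peaks in the segment, 74.1% stood over no more than the genome-wide background, against 13.4% on the rest of scaffold 9, a 5.51-fold share, which low accessibility gives as well, so these cannot be told apart. No biological explanation was tested.

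Among the 3 highest peaks of each library, those inside a centromere were all on scaffold 17. Strong peaks as a set were rare inside, with a density ratio of 0.00687 among peaks with a -log10 q of at least 20. By fold enrichment among peaks on the 22 scaffolds shared by both libraries, the peak of scaffold 17 from 11754300 to 11754722, inside its centromere, ranked 2 in replicate 1 (27.0-fold, 172 fragments) and 1 in replicate 2 (31.5-fold, 213 fragments). The peak of scaffold 17 from 2341626 to 2342015 is also inside, but before the start of the poorest segment, at 2550001 in both libraries. It ranked 3 in both, with 23.7-fold and 25.1-fold enrichment. The others were on scaffold 2 from 24429254 to 24429483 in replicate 1 (27.0-fold) and on scaffold 17 from 190853 to 191594, outside the centromere, in replicate 2 (25.1-fold). Of the peaks inside centromeres, 124 of 201 in replicate 1 (61.7%) and 124 of 240 in replicate 2 (51.7%) overlapped a peak of the other library. Outside the centromeres of the same 8 scaffolds the shares were 81.3% and 75.9%, and the difference was not tested.

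Of the densest 100-kb windows in the centromeres, those of scaffolds 12 and 20 started at the edge, from 356742 to 456741 with 4.5 summits and from 661294 to 761293 with 3.5, as means of the 2 libraries. The window of scaffold 10 from 1064645 to 1164644 lay 0.1 Mb from the edge, with 4.5 summits, and that of scaffold 17 from 2424068 to 2524067 lay 0.4 Mb from it, with 6. The window of scaffold 5 from 16425125 to 16525124 held 3 summits at 0.9 Mb, that of scaffold 4 from 32195212 to 32295211 held 4.5 at 3.13 Mb, and that of scaffold 1 from 33041009 to 33141008 held 3.5 at 5.9 Mb from the nearer edge.

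Supplementary Table 5 gives coordinates for 2 kinetochore genes. SURVIVIN, a member of the chromosomal passenger complex, lies on scaffold 10 from 19259032 to 19260258, and a peak overlapped its start in both libraries, from 19258366 to 19259087 in replicate 1 (12.2-fold, 98 fragments) and from 19258371 to 19259033 in replicate 2 (17.6-fold, 156 fragments). KNL1, a scaffold protein of the outer kinetochore, spans 62.5 kb of scaffold 5 from 32785769 to 32848252. Both libraries had a peak over 1 end of the locus, from 32848117 to 32848432 in replicate 1 (4.57-fold) and from 32847977 to 32848340 in replicate 2 (4.78-fold), each with 19 fragments, and a peak within 2 kb of the other end (3.28-fold and 4.68-fold). Replicate 1 had 1 more peak in the locus, from 32789782 to 32789994 (2.87-fold), without a counterpart in replicate 2.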
